# Genome-wide analysis of the maternal-to-zygotic transition in *Drosophila *primordial germ cells

**DOI:** 10.1186/gb-2012-13-2-r11

**Published:** 2012-02-20

**Authors:** Najeeb U Siddiqui, Xiao Li, Hua Luo, Angelo Karaiskakis, Huayun Hou, Thomas Kislinger, J Timothy Westwood, Quaid Morris, Howard D Lipshitz

## Abstract

**Background:**

During the maternal-to-zygotic transition (MZT) vast changes in the embryonic transcriptome are produced by a combination of two processes: elimination of maternally provided mRNAs and synthesis of new transcripts from the zygotic genome. Previous genome-wide analyses of the MZT have been restricted to whole embryos. Here we report the first such analysis for primordial germ cells (PGCs), the progenitors of the germ-line stem cells.

**Results:**

We purified PGCs from *Drosophila *embryos, defined their proteome and transcriptome, and assessed the content, scale and dynamics of their MZT. Transcripts encoding proteins that implement particular types of biological functions group into nine distinct expression profiles, reflecting coordinate control at the transcriptional and posttranscriptional levels. mRNAs encoding germ-plasm components and cell-cell signaling molecules are rapidly degraded while new transcription produces mRNAs encoding the core transcriptional and protein synthetic machineries. The RNA-binding protein Smaug is essential for the PGC MZT, clearing transcripts encoding proteins that regulate stem cell behavior, transcriptional and posttranscriptional processes. Computational analyses suggest that Smaug and AU-rich element binding proteins function independently to control transcript elimination.

**Conclusions:**

The scale of the MZT is similar in the soma and PGCs. However, the timing and content of their MZTs differ, reflecting the distinct developmental imperatives of these cell types. The PGC MZT is delayed relative to that in the soma, likely because relief of PGC-specific transcriptional silencing is required for zygotic genome activation as well as for efficient maternal transcript clearance.

## Background

During early animal embryogenesis the maternal-to-zygotic transition (MZT) accomplishes two things: elimination of a subset of maternally encoded gene products and transcriptional activation of the zygote's genome. The scale of these two processes is very similar in all animals, with about a third of the maternal mRNAs being cleared from embryos and about a fifth of the zygote's genome being transcribed at high levels (reviewed in [1,2]). While the scale of these events is highly conserved, the choice of specific transcripts for either elimination or production differs extensively, probably because the vast differences in cellular and developmental processes in early embryos of different phyla impose distinct requirements on the composition of their transcriptome and proteome.

The regulatory mechanisms and roles of specific proteins and small RNAs in the MZT have been elucidated for several animal species. In *Drosophila*, for example, the sequence-specific RNA-binding protein (RBP) Smaug is translated in early embryos and is required for elimination of two-thirds of the destabilized maternal transcripts [3]. Smaug binds to stem-loop structures known as Smaug recognition elements (SREs) and functions to translationally repress and/or destabilize its direct targets, the latter via recruitment of the CCR4/POP2/NOT-deadenylase complex [4-9]. Smaug's role in post-transcriptional regulation is conserved from budding yeast [5] to humans [10,11].

In *Drosophila smaug *mutants, not only does maternal mRNA clearance not occur but zygotic genome activation fails [12]. This has led to the hypothesis that the latter effect is indirect and results from failure to downregulate maternally encoded transcriptional repressors which, in turn, is required for high-level zygotic genome activation. Among the genes that fail to be activated in *smaug *mutants are the *miR-309*-cluster microRNAs (*miR*s), which normally feed back to further destabilize a subset of maternal mRNAs [12,13]. Thus, the role of Smaug in transcript destabilization and the MZT is both direct and indirect.

Related mechanisms appear to implement the MZT in other animals: both maternally encoded RBPs (for example, AU-rich-element binding proteins (ARE-BPs) such as Mex-5/-6 in *Caenorhabditis elegans*; ARE-BP and EDEN-BP in *Xenopus*) and zygotically synthesized *miR*s (for example, *miR-430 *in zebrafish, *miR-427 *in *Xenopus*) function in transcript clearance [14-19].

The above-described studies - both single-gene and genome-wide - have focused on the MZT in the soma, which comprises the vast majority of the embryo. It has been known for some time, however, that primordial germ cells (PGCs) behave very differently from somatic cells in early embryos. For example, in both *Drosophila *and *C. elegans*, PGC formation is directed by localized determinants and their PGCs are transcriptionally repressed when they form (reviewed in [20,21]). The rarity of PGCs in early embryos has largely precluded genome-wide definition of their MZT. However, using green fluorescent protein (GFP)-labeled PGCs and flow cytometry, it is possible to isolate *Drosophila *PGCs [22]. These have been used to analyze enrichment for maternally encoded transcription factors in the PGCs [23] but, to date, no genome-wide analysis of the PGC MZT has been reported.

Here we have used flow cytometry to purify *Drosophila *PGCs from staged wild-type and *smaug*-mutant embryos. A combination of proteomic analyses and comparison with existing whole-mount RNA tissue *in situ *hybridization databases was used to verify successful purification of the PGCs. We then used microarray-based gene-expression profiling to identify maternal mRNAs that are eliminated during the PGC MZT as well as transcripts that are produced during zygotic genome activation in the PGCs. Our data provide the first genome-wide analysis of the PGC MZT and reveal that Smaug regulates both maternal transcript elimination and zygotic genome activation in PGCs.

## Results

### Purified PGCs are enriched for germ-plasm components and ribosomal proteins

To isolate PGCs from *Drosophila *embryos we modified a published method for flow cytometric sorting of GFP-labeled pole cells [22]; in parallel we sorted GFP-negative cells, which represent the somatic cells (Figure 1). We then used multidimensional protein identification technology (MuDPIT) [24-26] to identify proteins in both the GFP-positive and GFP-negative cells, leading to the identification of a total of 1,086 proteins (Additional files 1 to 3). We compared this list of proteins to 2,711 identified previously as being present in whole early embryos [27]. Of our identified proteins, 909 (84%) were included in their 'whole embryo' list, likely representing proteins that are present in both the bulk cytoplasm and in PGCs and/or at high enough levels in the PGCs to have exceeded the threshold for their whole embryo study (Figure 2; Additional files 4 and 5).

**Figure 1:**
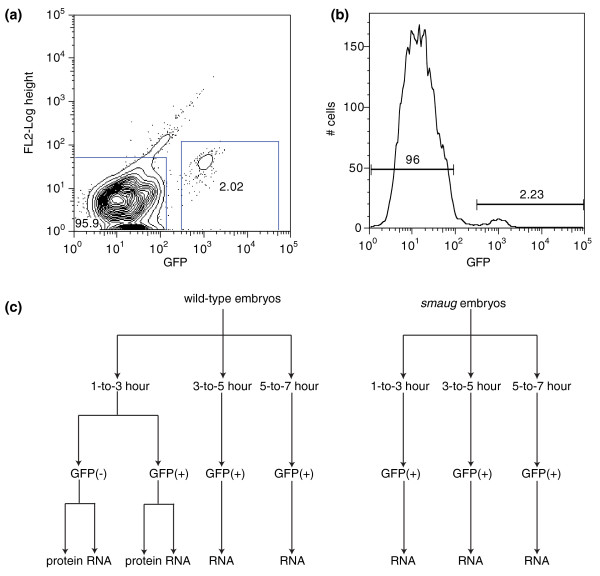
**Flow cytometry and flowchart of experiments**. **(a) **GFP-positive (GFP(+)) and GFP-negative (GFP(-)) cells were obtained by flow cytometric sorting (see Materials and methods). GFP-positive cells are ones with high GFP fluorescence while the GFP-negative cells have low GFP fluorescence. GFP fluorescence is shown on the x-axis (log scale) and FL2 (575 nm band pass sensor; to discriminate dead cells, which autofluoresce) on the y-axis (log scale). The GFP-negative (10^0 ^to 10^2^) and GFP-positive (2 × 10^2 ^to 4 × 10^4^) cells are boxed in blue. **(b) **GFP fluorescence is shown on the x-axis (log scale) and the number of cells in each fluorescence class on the y-axis (linear scale). The GFP-negative cells comprise 96% of the total while the GFP-positive cells comprise 2.23% (horizontal bars indicate the cells that fall into each class). A representative fluorescence activated cell sorting (FACS) run is shown. **(c) **Flowchart of the experiments presented in this study. Protein and RNA levels in the cells were measured by MuDPIT and microarray gene expression profiling, respectively.

**Figure 2:**
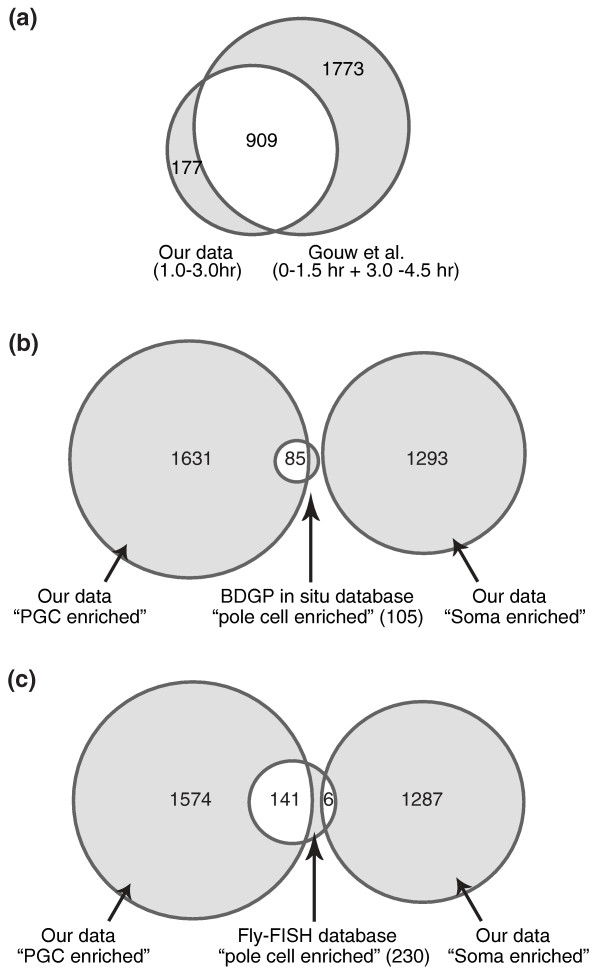
**Venn diagram comparing our lists of proteins and RNAs to previous studies**. **(a) **Venn diagram showing proteins detected in 1-to-3 hour soma and PGCs that have previously been reported to be present in 0-to-1.5 and 3-to-4.5 hour old fly embryos [27]. **(b) **Venn diagram showing overlap between our PGC-enriched and soma-enriched transcripts relative to ones previously reported as 'pole cell localized at stages 4 to 6' in the BDGP *in situ *database [36] (105 genes in total). **(c) **As in (b), but comparing our transcripts with those annotated as 'pole cell enriched at stages 4 to 5' in the Fly-FISH database [37] (230 genes in total). The PGC-enriched and soma-enriched transcripts were determined by comparing the expression profiles of 1-to-3 hour GFP-positive and GFP-negative cells (Additional file 9).

On the basis of spectral counts, 56 proteins were specific to, while 31 were highly enriched in, the GFP-negative cells; these will be referred to here as 'soma-specific' and 'soma-enriched' proteins, respectively (Additional files 6 and 7). The soma-specific list was not enriched for any Gene Ontology (GO) term categories and the soma-enriched list was enriched for a single GO term (Section 1 in Additional file 4).

Nineteen proteins were specific to, while 43 were highly enriched in, the GFP-positive cells; these will be referred to here as 'PGC-specific' or 'PGC-enriched' proteins, respectively (Additional file 8). GO term analysis of the PGC-specific list showed enrichment for proteins related to germ-plasm assembly and PGC formation, verifying that the GFP-positive cells were indeed PGCs (Figure 3; Additional file 8). The PGC-enriched list was enriched for the GO term 'ribosome'.

**Figure 3:**
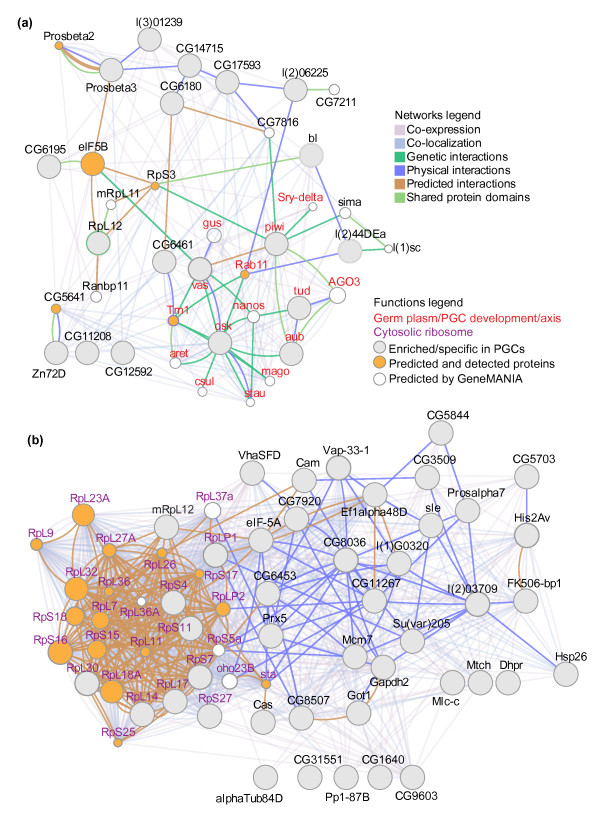
**The PGC proteome**. **(a) **A GeneMANIA-generated network seeded with the proteins specific to PGCs at 1-to-3 hours and linked to the most relevant 20 proteins predicted by GeneMANIA. **(b) **A GeneMANIA-generated network seeded with the proteins enriched in PGCs at 1-to-3 hours and linked to the most relevant 20 proteins predicted by GeneMANIA. The PGC-specific/enriched proteins are gray-filled circles. Proteins that function in germ plasm and/or PGC development are labeled in red. In each case the 20 most relevant predicted proteins are white-filled circles (if they were not detected by our MuDPIT analysis) or orange-filled (if they were detected by our MuDPIT analysis). The predictions of GeneMANIA were based on co-expression, co-localization, genetic interactions, physical interactions, predicted interactions, and shared protein domains [90]. All the detected proteins had a unique peptide number larger than two in the results from mass spectrometry.

Of the 62 PGC-specific and -enriched proteins, a literature review uncovered published immunostain data for seven, six of which were also reported to be PGC-enriched in those data: Tudor, Piwi, Oskar, Vasa, Aubergine, and alpha-Tubulin84D [28-33]. The fact that 6 out of 7 proteins were verified as being present at high levels in the PGCs relative to the soma lends confidence to the remaining 55 also being present at high levels in PGCs (Section 1 in Additional file 4). The verified PGC-enriched/specific proteins are largely involved in the assembly of, and posttranscriptional control in, the germ plasm, while the newly identified but as yet unverified ones included RBPs, protein phosphatases, components of the DNA replication machinery, proteasome subunits, and ribosomal proteins (Figure 3; Section 1 in Additional file 4).

GeneMANIA was used to produce interaction networks by predicting an additional 'top-20' related proteins on the basis of their genetic interaction, physical interaction, co-expression or co-localization with the identified PGC-specific/enriched proteins (Figure 3; Materials and methods). Consistent with the GO term results, the largest GeneMANIA-predicted cluster of PGC-specific proteins comprised germ-plasm components while that for PGC-enriched proteins comprised ribosomal proteins (Figure 3; Additional file 8). We assessed whether any of the other GeneMANIA-predicted proteins were present on our MuDPIT-derived lists of PGC proteins (Additional file 3): 16 out of 20 of the predicted PGC-enriched-protein interactors and 6 out of 20 of the predicted PGC-specific-protein interactors were identified as present (these are shaded orange in Figure 3). GeneMANIA's lower 'success rate' for predicting PGC-specific interactors may derive from the fact that several of these function in the germ plasm earlier, during oogenesis, and are, in fact, not present in the PGCs (for example, Arrest/Bruno and Staufen) [34,35].

### PGC-enriched mRNAs encode germ plasm, stem cell proliferation regulators, DNA damage checkpoints and metabolic enzymes

We next isolated total RNA from the GFP-positive (PGCs) and GFP-negative (somatic cells) sorted from 1- to 3-hour-old wild-type embryos and used these to interrogate microarrays (Figure 1; Additional file 2). 

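Both sorted populations were measured in 4 replicates on custom NimbleGen expression arrays, on which each array took 1 sample labelled with Cy3 and another labelled with Cy5, so that each column of the deposited table is 1 dye channel. The paper's text and the sample labels do not state which 2 samples shared an array. Below, an array means the channel of 1 sample, so that 8 arrays may come from fewer hybridizations. The labels give Cy5 for the PGC samples and Cy3 for the somatic samples, whereas the methods give Cy3 for wild type and Cy5 for smg1/Df PGCs. With the labels' dyes, the dye and the cell type cannot be told apart in this comparison. The authors quantified the scans in Nimblescan and normalized them with the RMA quantile method of ArrayStar 3, and deposited 1 linear intensity for each transcript. The table holds 17130 features, and the 16623 that carry a FlyBase transcript identifier were tested after taking log2. The mean log2 signal per array was 8.20 to 8.23 in PGCs and 8.24 to 8.25 in somatic cells, and the median was 7.66 to 7.85 and 7.99 to 8.02. No detection limit was used here, and the number of arrays limits the precision. Groups were compared with limma on log2 values, fitted on the 8 samples of the comparison, with Benjamini-Hochberg adjustment over all transcripts. A transcript was called at an adjusted p of 0.05 and a fold change above 2. Gene names were taken from the paper's supplementary tables where the values printed there equalled those computed from the deposited intensities to 6 significant digits. This named 5395 transcripts of 4800 genes, and other transcripts of these genes are not known by name. All counts are of transcripts, and a gene with several named transcripts is represented by the transcript with the highest mean log2 signal over the 26 samples.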

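A transcript was taken as present where its log2 signal lay above the mean of its array in limma's one-group test. By this measure, 7249 transcripts were present in 1-to-3 hour wild-type PGCs and 7633 in the somatic cells of the same embryos. The SAM one-class analysis that the methods name, run with sign flips of the 4 arrays, moved these counts most, to 6493 in PGCs and 6534 in somatic cells. A signal above the array mean in all 4 replicates was found for 7279 transcripts in PGCs and 7604 in somatic cells. With each replicate left out in turn, the limma count stayed between 7140 and 7239 in PGCs and between 7520 and 7735 in somatic cells. The array mean is a relative level, so the counts describe the brighter part of each array and not a limit of detection.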

We identified 5,695 mRNAs as present in the PGCs and 5,622 as present in the somatic cells (Additional file 9). We identified 1,715 mRNAs as enriched in PGCs and 1,293 as enriched in somatic cells (Additional file 10).

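In the comparison of 1-to-3 hour PGCs with somatic cells, 2115 transcripts present in PGCs were PGC-enriched and 1819 transcripts present in somatic cells were soma-enriched by limma. The test of limma against a 2-fold change (treat) moved the PGC-enriched count most, to 1262. SAM applied to the present list and to the comparison called 1874 and 1516 transcripts. Of the 1882 transcripts paired with the paper's PGC-enriched list, 1867 were also called here. Rankings here are among the named transcripts whose replicates do not overlap between the 2 populations. The 3 genes with the largest enrichment in PGCs were nos (FBgn0002962), CG17658 (FBgn0034924) and CG13790 (FBgn0040955). The log2 signal of nos was 14.73 ± 0.08 (SD, n = 4) in PGCs and 8.82 ± 0.33 (SD, n = 4) in somatic cells, a log2 difference of 5.91 (standard error 0.18, adjusted p = 4.47e-08 from limma). CG17658 differed by 5.76 (standard error 0.16, adjusted p = 3.4e-08 from limma) and CG13790 by 5.55 (standard error 0.29, adjusted p = 4.2e-07 from limma). The somatic signal of CG17658, 4.39, is at the level of the array controls, so that its difference is a lower bound. The largest enrichment in somatic cells was that of Cg25C (FBgn0000299), at 7.45 ± 0.69 (SD, n = 4) in PGCs and 15.21 ± 0.10 (SD, n = 4) in somatic cells, a log2 difference of -7.76 (standard error 0.30, adjusted p = 9.99e-08 from limma). Cad74A (FBgn0036715) and jbug (FBgn0028371) followed at -7.64 and -7.56. Larger enrichments among unnamed transcripts are not excluded.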

To validate our lists of PGC-enriched and soma-enriched mRNAs, we compared them to lists of transcripts annotated as 'pole cell enriched/localized' in genome-wide RNA tissue *in situ *hybridization databases. Our PGC-enriched transcript list contained 81% (85/105) of the Berkeley Drosophila Genome Project (BDGP) list [36] and 61% (141/230) of the Fly-FISH list [37] (Figure 2; Section 2 in Additional file 4). Importantly, when our somatic-cell-enriched transcript list was compared with the 'pole cell localized' lists in BDGP and Fly-FISH, there was almost no overlap (0% with BDGP and 3% with Fly-FISH). Thus, assuming that all annotations in the BDGP and Fly-FISH databases are correct, we can estimate our true-positive rate as ranging from 61 to 81% and our false-positive rate from 0 to 3%.

The GO terms for somatic-cell-enriched mRNAs related largely to development, cell fate and morphogenesis, and included many transcription factors and cell-cell signaling proteins that are well known to participate in specification of the body axis, cell position and fate (Section 2 in Additional file 4; Additional file 11). For the PGC-enriched transcripts, many of the significant GO terms related to germ plasm, the meiotic cell cycle, metabolism and energy production (Section 2 in Additional file 4; Additional file 11). PGC enrichment for transcripts of germ-plasm proteins is consistent with the fact that many of these mRNAs are known to be localized to the germ plasm and PGCs. The transcripts listed under the 'meiotic cell cycle' GO term included ones that encode proteins that regulate stem cell maintenance and proliferation, and lead to uncontrolled proliferation when mutated (for example, Bag of marbles (Bam), Benign gonial cell neoplasm (Bgcn), Mei-P26, and the tumor suppressor BRCA2) as well as ones that are involved in DNA-damage checkpoints and response (for example, Mei-9, Mei-S332, Mus81, Mus304, Mus309, Mus301, Rad50). 

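Of the 11 genes named for stem-cell proliferation and for DNA damage, 10 were PGC-enriched. The log2 signal of bam (FBgn0000158) was 12.20 ± 0.20 (SD, n = 4) in PGCs and 9.54 ± 0.39 (SD, n = 4) in somatic cells, a difference of 2.66 (standard error 0.21, adjusted p = 5.74e-06 from limma). The difference was 3.17 for mei-P26 (FBgn0026206) and 1.97 for Brca2 (FBgn0050169), each several times its standard error of 0.14 and 0.23. For bgcn (FBgn0004581) it was 1.21 (standard error 0.40, adjusted p = 0.0293 from limma), with an SD of 0.93 between PGC replicates that approached the difference itself, and the call was lost when single replicates were left out. Among the DNA damage genes, the log2 difference was 3.39 for mus81, 2.93 for mus301, 2.05 for mei-9, 1.87 for mus304, 1.83 for mus309 and 1.40 for mei-S332. The remaining gene, rad50 (FBgn0034728), was 0.52 higher in PGCs (standard error 0.18, adjusted p = 0.0327 from limma), which is less than 2-fold.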

Enrichment for transcripts encoding Bam, Bgcn and Mei-P26, which are known to restrict proliferation of germ-line stem cells [38-41], presumably reflects the need to maintain stringent control over PGC proliferation. Enrichment for these transcripts may also reflect an early role in PGCs for factors that function later in development, for example, in stem-cell renewal and/or differentiation. Mei-P26 is also known to repress microRNA activity [41]. Enrichment for transcripts encoding DNA damage checkpoint/repair components is likely to represent an enhanced need to protect against DNA damage in PGCs, thus preventing the germ-line DNA from suffering insults that might affect the ability to produce robust gametes and offspring.

There was also very high enrichment for GO terms related to metabolism and energy production. For example, transcripts encoding seven of the ten enzymes that carry out glycolysis were enriched in PGCs (hexokinase, phosphofructokinase, triosephosphate isomerase, glyceraldehyde phosphate dehydrogenase, phosphoglycerate mutase, enolase, pyruvate kinase). 

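Transcripts of each of these 7 enzymes were called as PGC-enriched, 8 genes in all. The log2 signal of PyK (FBgn0003178, pyruvate kinase) was 13.40 ± 0.20 (SD, n = 4) in PGCs and 9.90 ± 0.06 (SD, n = 4) in somatic cells, a difference of 3.50 (standard error 0.15, adjusted p = 1.34e-07 from limma). The log2 differences were 3.26 for Pglym78, 3.12 for Eno, 2.95 for Gapdh1, 1.95 for Gapdh2, 2.53 for Pfk and 2.36 for Hex-A. Tpi (FBgn0086355) differed by 2.89 with a larger standard error of 0.54 (adjusted p = 0.0014 from limma). Pgi (phosphoglucose isomerase, FBgn0003074) and Ald (aldolase, FBgn0000064) did not differ beyond the spread between replicates, at 0.33 (standard error 0.21, adjusted p = 0.2199 from limma) and -0.11 (standard error 0.20, adjusted p = 0.6507 from limma). The gene for the remaining enzyme, phosphoglycerate kinase, has no named transcript and was not analysed here.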

Transcripts encoding alternative pathways for generation of acetyl-CoA for entry into the tricarboxylic acid cycle and respiration were also enriched in the PGCs, as were ones encoding components of fatty acid and amino acid metabolism. Together these data suggest that the PGCs are highly metabolically active when they form. Consistent with this possibility, it has previously been reported that the mitochondria in the germ plasm and PGCs exhibit higher membrane potential than those in the soma, reflective of higher metabolic activity [42].

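Spectral counts of the proteins in 1-to-3 hour PGCs and somatic cells, with 2 replicates of each as Additional file 3 lists them, were set against the mRNA signals of the same cell types. Of the 1086 genes with a protein, 770 (70.9%) have a named transcript, and the others could not be compared. Since names come from the paper's lists, the 770 genes lean towards transcripts present in PGCs. The protein ratio was the log2 ratio of geometric mean spectral counts, each scaled by its trimmed mean with the smallest non-zero count added. Spearman's correlation between protein replicates was 0.788 in PGCs and 0.823 in somatic cells. Across genes, which are not independent replicates, the log2 ratios of mRNA and protein had a Spearman's rho of 0.033 (permutation test with 100000 permutations, two-sided p = 0.361) and a Pearson's r of 0.066 (p = 0.0684 from the same permutation test). Pearson's r passed 0.05 under some alternatives, at 0.113 (permutation p = 0.0314) with at least 2 unique peptides, 0.0739 (permutation p = 0.0404) without PGC array replicate 4 and 0.106 (permutation p = 0.00339) without protein replicate 1, and it was near 0 (permutation p = 0.986) without protein replicate 2. Of the 102 genes with more than 2-fold more protein in PGCs, 64 had more mRNA in PGCs, with a median log2 mRNA ratio of 0.23. Of the 175 genes with more than 2-fold more protein in somatic cells, 108 had more mRNA in PGCs, with a median of 0.27. The median over all compared genes was 0.26. Protein and mRNA both depend on 1 pair of sorted populations, and rho was 0.0756 (permutation p = 0.0359) without protein replicate 1 and -0.02 (permutation p = 0.582) without protein replicate 2. The 57 ribosomal protein genes with both measures had a median log2 ratio of -0.19 for mRNA and 0.06 for protein, and 44 of them had less mRNA in PGCs.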

The mRNA and protein composition of PGCs do not correlate (Additional file 12). This is exactly what might be expected from the fact that maternal proteins may be loaded into the PGCs but their mRNAs specifically excluded (for example, ribosomal proteins versus ribosomal protein mRNAs; see below) while, for other proteins, their maternal mRNAs are loaded into PGCs but not translated (for example, *Cyclin B *mRNA) [43]. In other words, all possible relationships between mRNA and protein levels occur in the PGCs.

### mRNAs that encode germ-plasm components and cell-cell signaling molecules are rapidly degraded during the PGC MZT

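The wild-type time course comprises 12 samples, 4 replicates each of PGCs sorted at 1-to-3, 3-to-5 and 5-to-7 hours, all labelled Cy5 in the sample labels. The 1-to-3 hour samples are those compared with the somatic cells. The normalization and the use of log2 values are also the same. The mean log2 signal per array was 8.21 to 8.22 at 3-to-5 hours and 8.20 to 8.22 at 5-to-7 hours. Successive time points were compared with limma on the 8 arrays of each pair, restricted to transcripts present in 1-to-3 hour PGCs for a decrease and to transcripts present at the later time point for an increase. A transcript with an adjusted p above 0.3 and a fold change between 0.83 and 1.2 was taken as stable, as Additional file 27 gives it. The median SD of a transcript between replicates was 0.315 at 1-to-3 hours, 0.252 at 3-to-5 hours and 0.575 at 5-to-7 hours on the log2 scale. The larger spread at 5-to-7 hours arose between pairs of replicates. Spearman's correlation between replicates 1 and 2 was 0.974, and that between either of these and replicate 3 or 4 was 0.868 to 0.895. The median level of 50 abundant, strongly soma-enriched transcripts was 4.68% and 5.32% of their level in 1-to-3 hour somatic cells in replicates 1 and 2, and 64.9% and 63.5% in replicates 3 and 4. It was 2.60% to 3.03% in the 1-to-3 hour replicates and 5.43% to 6.34% in the 3-to-5 hour replicates. The soma-enriched transcript of sna (FBgn0003448) had a log2 signal of 8.14 and 7.61 in replicates 1 and 2 and of 13.55 and 13.71 in replicates 3 and 4, and that of the PGC-enriched nos was 13.80, 13.69, 11.06 and 12.07 in replicates 1 to 4. Every value at 5-to-7 hours includes both pairs unless a pair is named.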

To assess changes in mRNA populations during the PGC MZT, we also purified PGCs from 3- to 5- and 5- to 7-hour-old wild-type embryos and used these for microarray-based gene expression profiling (Figure 1; Additional files 2 and 9). We identified mRNAs whose abundance decreased greater than two-fold during this time-course: 810 mRNAs were significantly degraded at 3-to-5 hours and 506 at 5-to-7 hours (Section 3 in Additional file 4; Additional files 13 and 14). 

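By limma, 1008 transcripts present at 1-to-3 hours decreased more than 2-fold at 3-to-5 hours relative to 1-to-3 hours, and 154 decreased at 5-to-7 relative to 3-to-5 hours. Setting treat against a 2-fold change moved the former count most, to 278. Applied to the present list and the comparison, SAM gave 878 and 520. Of the transcripts paired with the paper's lists, limma called 867 of 883 at 3-to-5 hours and 137 of 543 at 5-to-7 hours. The count at 5-to-7 hours rests on single samples. It was 0 by limma without any 1 of the 4 replicates at 3-to-5 hours, with 577 to 604 transcripts at an unadjusted p under 0.05 in place of 762, and it was 60 without replicate 1 at 5-to-7 hours, 359 without replicate 2 and 24 without replicate 4. With replicates 1 and 2 alone it was 328 and with replicates 3 and 4 alone, in which soma-enriched transcripts were raised, 1585. Among named transcripts without overlap between replicates of the 2 time points, the largest decreases at 3-to-5 hours were those of Tsp74F (FBgn0036769), Cyp6a19 (FBgn0033979) and ced-6 (FBgn0029092). The log2 signal of Tsp74F fell from 11.70 ± 0.32 (SD, n = 4) to 6.54 ± 0.40 (SD, n = 4), a change of -5.16 (standard error 0.24, adjusted p = 1.38e-05 from limma), and Cyp6a19 and ced-6 changed by -4.90 and -4.49. At 5-to-7 hours the largest were those of jing (FBgn0086655), with a change of -5.71 (standard error 1.05, adjusted p = 0.0383 from limma), CG17283 (FBgn0038505), with -4.65, and CG13675 (FBgn0035845), with -3.72. The signal of jing in replicates 3 and 4, in which soma-enriched transcripts were raised, was at the level of the array controls. Its change in these replicates is therefore a lower bound in size.

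**Figure D1:**
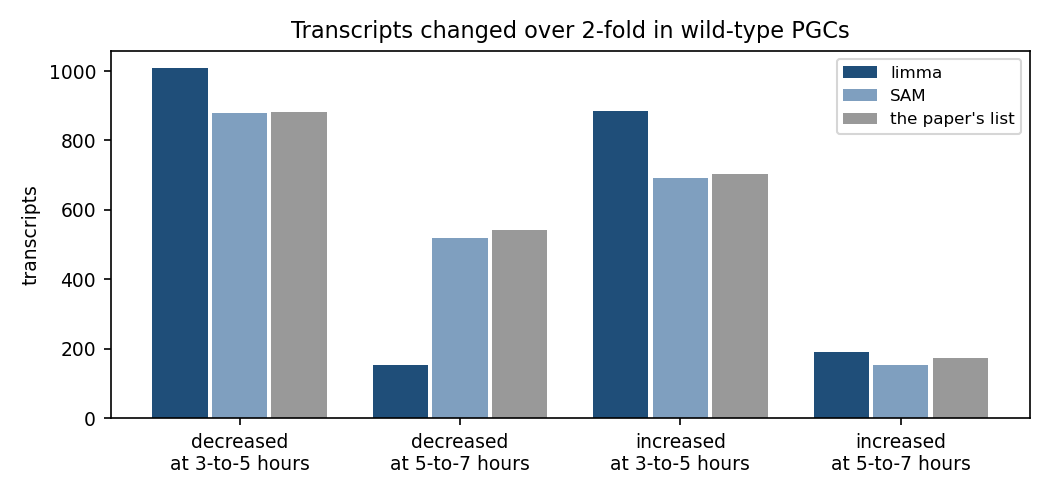
Number of transcripts that decreased or increased at 3-to-5 hours relative to 1-to-3 hours and at 5-to-7 relative to 3-to-5 hours in wild-type PGCs. Bars give the counts by limma, by SAM and in the paper's lists. At 3-to-5 hours the decreased bars stand at 1008, 878 and 883, and at 5-to-7 hours the limma bar of 154 is the lowest of its group.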

Since 99 decreased at both time points, overall, 1,217 of 5,695 (21%) of the mRNAs present in 1- to 3-hour-old PGCs are significantly degraded by 7 hours. 

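Among the transcripts called by limma, 20 decreased at both steps and 1142 at either, which is 15.8% of the transcripts present in 1-to-3 hour PGCs. The same share was 20.5% with SAM for the comparison, 23.2% with all 7 groups in 1 limma fit and 3.84% with treat. With replicates 1 and 2 alone at 5-to-7 hours it was 17.7% and with replicates 3 and 4 alone, the samples with soma-enriched transcripts raised, 32.5%. From the transcripts that decreased, counted against those present when PGCs form, the paper derives the share of the maternal population that is degraded by 7 hours.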

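The overlap of the limma lists gave 20 transcripts that decreased at both steps, 118 that decreased and were then stable, 38 that decreased and then increased, 32 that were stable and then decreased, and 17 that increased and then decreased. A further 629 were stable throughout, 27 were stable and then increased, 189 increased and were then stable, and 12 increased at both steps. With the SAM lists, the 9 counts in the same order were 102, 88, 23, 50, 35, 198, 14, 157 and 9. The transcripts shared by the paper's own lists number 105 for a decrease at both steps, 29 for a decrease and then an increase, 46 for stable and then decreased and 37 for an increase and then a decrease. The classes that use a change at 5-to-7 hours depend on the choice of replicates of that time point, and with 1 of the wild-type replicates of 5-to-7 hours left out the class that decreased at both steps ranged from 4 to 58 transcripts. The groups of 3-to-5 hours enter both steps, so that an error in them moves a transcript in opposite directions at the 2 steps.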

We grouped transcripts into nine classes based on the profiles of their elimination and/or production during the time course; five of these classes represent transcripts that undergo clearance with distinct kinetics or timing (Figure 4, classes I, II, III, IV, VII; Additional files 14 to 16; Section 3 in Additional file 4).

**Figure 4:**
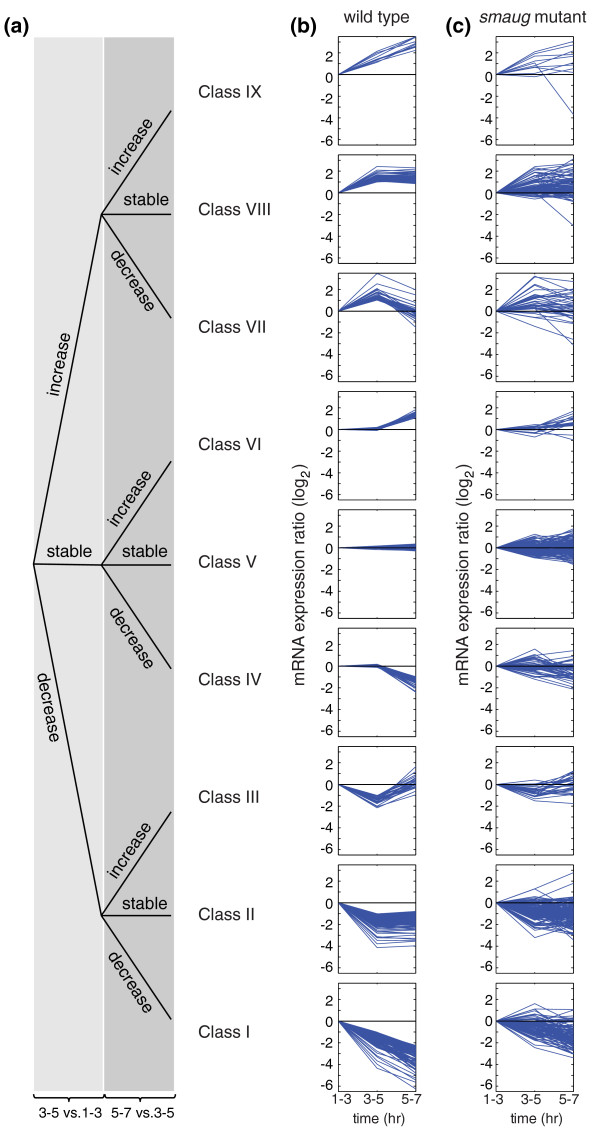
**Classes of transcript profiles during the MZT in PGCs**. **(a) **Decision tree defining the different transcript classes. Expression profiles of transcripts in wild-type PGCs. Class I: transcripts that decrease in level at both the 3-to-5 hour and the 5-to-7 hour time points. Class II: transcripts that decrease in level at 3-to-5 hour but then do not change in abundance at the 5-to-7 hour time point. Class III: transcripts that decrease in level at 3-to-5 hour but then increase in level at the 5-to-7 hour time point. Class IV: transcripts that are present at the same level at the 1-to-3 and 3-to-5 hour time points, but then decrease at the 5-to-7 hour time point. Class V: transcripts that are present at the same level throughout the time course. Class VI: transcripts that are present at the same level at 1-to-3 and 3-to-5 hours, but increase in level at the 5-to-7 hour time point. Class VII: transcripts that increase in level at 3-to-5 hours but then decrease in level at the 5-to-7 hour time point. Class VIII: transcripts that increase in level at 3-to-5 hours, and then remain at the same level at the 5-to-7 hour time point. Class XI: transcripts that increase in level at both the 3-to-5 and 5-to-7 hour time points. **(b) **Expression profiles in wild-type PGCs of the transcripts in these nine classes across the 1-to-3, 3-to-5 and 5-to-7 hour time points. **(c) **Expression profiles of transcripts in Classes I to IX in *smaug*-mutant PGCs. In (b, c) each line represents the average expression profile of a transcript from all the replicates.

GO terms enriched in transcripts destabilized at 3-to-5 hours included several related to posttranscriptional events during assembly and function of the germ plasm (Additional file 17; Section 3 in Additional file 4), consistent with the hypothesis that once PGCs are formed, they transition from a primarily posttranscriptional to a transcriptional mode of gene expression. 

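The transcript of osk (FBgn0003015) had a log2 signal of 12.44 ± 0.44 (SD, n = 4) in 1-to-3 hour wild-type PGCs and 10.75 ± 0.26 (SD, n = 4) at 3-to-5 hours, a change of -1.68 (standard error 0.24, adjusted p = 0.0012 from limma). For gcl (FBgn0005695) the signal was 14.87 ± 0.10 (SD, n = 4) and then 12.72 ± 0.16 (SD, n = 4), a change of -2.15 (standard error 0.13, adjusted p = 3.63e-05 from limma), and for orb (FBgn0004882) it was 13.57 ± 0.18 (SD, n = 4) and then 11.43 ± 0.26 (SD, n = 4), a change of -2.14 (standard error 0.17, adjusted p = 0.000103 from limma). Each decrease exceeded the spread between replicates. At 3-to-5 hours the signals of these transcripts still lay above their level in 1-to-3 hour somatic cells, which was 9.16 ± 0.71 (SD, n = 4) for osk, 11.36 ± 0.11 (SD, n = 4) for gcl and 9.44 ± 0.19 (SD, n = 4) for orb.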

Of particular interest in this regard is elimination of mRNAs encoding Oskar, which nucleates and directs assembly of the germ plasm; germ cell-less (Gcl), which is required for budding of PGCs (but not germ plasm assembly *per se*); and Orb, a homolog of vertebrate CPEB (cytoplasmic polyadenylation element binding protein), which directs cytoplasmic polyadenylation of mRNAs.

Additional enriched GO terms were for transcripts encoding transmembrane proteins that are likely to be involved in cell-cell adhesion and signaling (for example, Delta, Star, Protein tyrosine phosphatase 10B, Insulin-like receptor, Synaptobrevin, Syndecan, and Wunen). 

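Of the 7 genes named here, 6 were called as decreased at 3-to-5 hours. The log2 change in wild-type PGCs was -2.15 for Dl (FBgn0000463; standard error 0.23, adjusted p = 0.000343 from limma), -1.49 for InR (FBgn0013984), -1.30 for S (FBgn0003310) and -1.20 for Syb (FBgn0003660). It was close to the 2-fold limit for Sdc (FBgn0010415), at -1.04 (standard error 0.15), and for wun (FBgn0016078), at -1.05 (standard error 0.15; adjusted p = 0.0014 for both from limma). Sdc fell below the limit when the values were quantile normalized again, at -0.97, and both fell below it when 3-to-5 hour replicate 2 was left out. The gene that the text writes as Protein tyrosine phosphatase 10B was read as Ptp10D (FBgn0004370), the name used elsewhere in the paper. The signal of its brightest named transcript was 12.28 ± 0.54 (SD, n = 4) at 1-to-3 hours and 11.70 ± 0.35 (SD, n = 4) at 3-to-5 hours. These did not differ beyond the spread between replicates, with a change of -0.57 (standard error 0.29, adjusted p = 0.172 from limma).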

Downregulation of cell-cell adhesion and of specific signaling pathways may be a pre-requisite for subsequent directed migration of the PGCs through the midgut epithelium to the somatic gonad. For example, Wunen is known to be expressed in the midgut and nervous system and to repel germ cells, thus directing them towards the lateral mesoderm [44-47]. Downregulation of Wunen in the PGCs may therefore be required to prevent them from repelling each other as well as to allow expression in the gut and nervous system to provide positional information for their migration. Downregulation of Wunen expression in PGCs may also be required for their survival [45-47].

Significantly enriched GO terms for the five different patterns of decay were largely non-overlapping (Additional file 18; Section 3 in Additional file 4). For example, transcripts that decreased at both time points (class I) were enriched for 'integral to membrane' and 'N-linked glycosylation' GO terms, while those that decreased at the first time point but then were maintained at steady-state levels (class II) were enriched for 'lipid metabolism' and 'FAD binding'. 

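The transcripts of mol (FBgn0086711), Duox (FBgn0031464) and rost (FBgn0011705) decreased at 3-to-5 hours by limma, with log2 changes of -1.08, -1.37 and -2.01, and the transcript of Ptp10D (FBgn0004370) did not. At 5-to-7 hours the change was -3.29 for mol (standard error 0.53, adjusted p = 0.0342 from limma) and -3.22 for Ptp10D (standard error 0.69, adjusted p = 0.0492 from limma). For Duox it was -3.64 (standard error 1.12, adjusted p = 0.1052 from limma) and for rost -3.12 (standard error 0.80, adjusted p = 0.0725 from limma), neither past the threshold. The spread came from the 5-to-7 hour replicates. The mean log2 signal of Duox was 9.11 in replicates 1 and 2 and 4.69 in replicates 3 and 4, the samples in which soma-enriched transcripts were raised, and that of rost was 8.67 and 5.63. The signal of Duox in replicates 3 and 4 is at the level of the array controls, so that its change in these replicates is a lower bound in size. With replicates 1 and 2 alone its change was -1.44, so that -3.64 is no lower bound for PGCs. With either pair alone, Duox and rost were called as decreased at 5-to-7 hours, and with all 7 groups in 1 fit they were also called there, while the 3-to-5 hour call of Duox was lost. That of mol was lost with quantile normalization again, at -0.99. The calls of mol and Ptp10D at 5-to-7 hours were lost without any 1 of the 3-to-5 hour replicates.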

Among the transcripts enriched in class I are ones encoding transmembrane proteins that mediate cell-cell communication, adhesion or fusion (for example, Moladietz, Dual oxidase, Rolling stone, Protein tyrosine phosphatase 10D) [48-52], consistent with a need for ongoing modulation of cell-cell interactions. 

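The transcript of HPS4 (FBgn0034261) had a log2 signal of 9.78 ± 0.36 (SD, n = 4) in 1-to-3 hour wild-type PGCs, 8.23 ± 0.35 (SD, n = 4) at 3-to-5 hours and 7.85 ± 0.91 (SD, n = 4) at 5-to-7 hours. The change was -1.54 at 3-to-5 hours (standard error 0.24, adjusted p = 0.0017 from limma) and -0.38 at 5-to-7 hours (standard error 0.45, adjusted p = 0.6396 from limma). Its level at 5-to-7 hours was 8.45 in replicates 1 and 2 and 7.26 in replicates 3 and 4, so the size of the later change was not resolved at this spread.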

One of the most interesting transcripts in the FAD-binding category encodes Hermansky-Pudlak syndrome 4 ortholog (dHPS4), an endosomal pathway factor that has recently been implicated in regulation of small interfering RNA loading onto the RNA-induced silencing complex for chromatin silencing [53].

In summary, subsets of the transcripts loaded into the PGCs when they form subsequently exhibit several patterns of instability. The different stability classes are enriched for transcripts encoding proteins with distinct biological, cellular and molecular functions. These observations suggest coordinate regulation - at the level of transcript destabilization - of distinct biological processes in the PGCs.

### Zygotic transcription in PGCs produces mRNAs required for transcription and protein synthesis

We next identified mRNAs that increased greater than two-fold over the time course and therefore must have been transcribed zygotically in PGCs; 657 transcripts increased significantly in abundance in 3-to-5 hour PGCs relative to 1-to-3 hours while 167 increased at 5-to-7 relative to 3-to-5 hours (Additional files 13 and 19; Section 4 in Additional file 4). Thus, zygotic genome activation in PGCs occurs as early as 3-to-5 hours after fertilization (that is, 1.5-to-3.5 hours after the PGCs bud), consistent with the fact that phosphorylation of Ser2 of the RNA polymerase II (Pol II) carboxy-terminal domain (CTD) begins to appear in the nuclei of PGCs 3 hours after fertilization [54].

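By limma, 886 transcripts present at 3-to-5 hours increased more than 2-fold relative to 1-to-3 hours, and 191 present at 5-to-7 hours increased relative to 3-to-5 hours. Together they make 1065 transcripts, of which 12 increased at both steps. Treat against a 2-fold change gave 171 at 3-to-5 hours, the lowest count of the alternatives, and SAM for the present list and the comparison gave 692 and 152. Of the transcripts paired with the paper's lists, limma called 679 of 702 at 3-to-5 hours and 130 of 174 at 5-to-7 hours. As for the decreased transcripts, the limma count at 5-to-7 hours was 0 without any 1 of the 3-to-5 hour replicates, with 451 to 475 transcripts at an unadjusted p under 0.05 in place of 513, and it was 329 without replicate 2 at 5-to-7 hours. Ranked in the same way among named transcripts, the largest increases at 3-to-5 hours were those of CG40122 (FBgn0058122), tlk (FBgn0086899) and RNASEK (FBgn0058127). The log2 signal of CG40122 was 6.46 ± 0.93 (SD, n = 4) and then 10.74 ± 0.63 (SD, n = 4), a change of 4.29 (standard error 0.48, adjusted p = 0.000402 from limma), and tlk and RNASEK changed by 4.02 and 3.95. At 5-to-7 hours the largest were those of 18w (FBgn0004364), with a change of 4.60 (standard error 0.72, adjusted p = 0.0315 from limma), Oscillin (FBgn0031717), with 4.09, and wgn (FBgn0030941), with 3.65. These 3 transcripts are soma-enriched at 1-to-3 hours and were not called by SAM, and the level of 18w was 9.82 in replicates 1 and 2 at 5-to-7 hours and 12.45 in replicates 3 and 4.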

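Cytoplasmic ribosomal proteins were taken as the genes whose symbol starts with RpL or RpS and a digit. Of 88 such symbols in the annotation, 78 (88.6%) have a named transcript, 107 transcripts in all. Their log2 change in wild-type PGCs at 3-to-5 relative to 1-to-3 hours had a median of 0.40 and was above 0 for 88 of the 107 transcripts, while the median of the other transcripts was -0.03. In limma's camera set test with a preset correlation of 0.01, the set differed from the other transcripts with a p of 7.23e-10. Fry gave a p of 0.000689, and camera with an estimated correlation of 0.262 gave 0.15, so that the call does not hold under an estimated correlation. With 1 transcript per gene the median was 0.38, with each array centred on its median it was 0.28 beside -0.15 for the others, and with each array left out in turn it stayed between 0.355 and 0.462. Of the 107 transcripts, 15 are among the 886 that limma called as increased one by one. Of mitochondrial ribosomal protein genes, 61.6% have a named transcript. The test of that set was planned as well and gave p values of 7.58e-06 with camera and 2.26e-05 with fry, but it is void here because fewer than 80% of the genes are named.

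**Figure D2:**
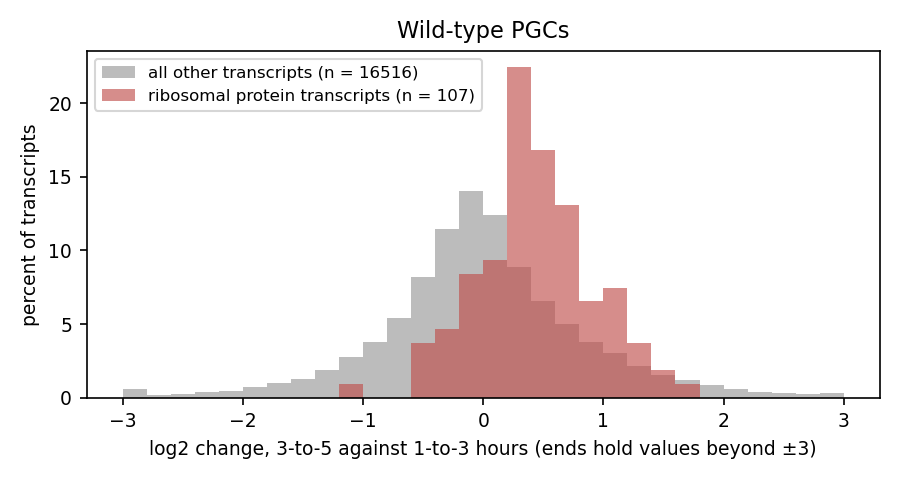
Distribution over transcripts of the log2 change in wild-type PGCs at 3-to-5 relative to 1-to-3 hours, for the 107 cytoplasmic ribosomal protein transcripts and the 16516 other transcripts, with the vertical axis giving each group's share of transcripts. The ribosomal protein distribution lies to the right, with a median of 0.40 beside -0.03.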

Zygotically synthesized PGC transcripts were enriched for GO terms related to transcription and ribosomes/translation (Additional file 20; Section 4 in Additional file 4). The newly synthesized mRNAs that fell under the 'transcription' GO term largely encoded core components of the Pol II transcriptional machinery (subunits of Pol II itself, TATA-binding protein (TBP)-associated factors, subunits of the Mediator complex, other factors that associate with Mediator, and chromatin remodeling complexes), consistent with a requirement to produce these factors in order to up-regulate zygotic genome activation in the PGCs.

Regarding ribosomes, our MuDPIT analysis showed that ribosomal proteins are enriched in the PGCs when they form (Figure 3). However, a review of both the BDGP and Fly-FISH databases showed that maternal mRNAs encoding ribosomal proteins are excluded from the PGCs. 

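At 1-to-3 hours the cytoplasmic ribosomal protein transcripts had lower signals in wild-type PGCs than in somatic cells. The median log2 difference was -0.32, with 19 transcripts of the set higher in PGCs, while the median of the other transcripts was 0.16. The levels were thus lower in PGCs by less than 2-fold at the median. The set holds transcripts that the paper lists, most of them as present in PGCs, so that it leans towards higher levels. From 3-to-5 to 5-to-7 hours the median change was 0.20, with 68 transcripts higher.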

Zygotic transcription of ribosomal protein mRNAs is, therefore, essential for production of new ribosomal proteins, and thus additional ribosomes, in the PGCs (see Discussion).

Zygotic transcripts could be subdivided into five patterns of production during the time course (Figure 4, classes III, VI, VII, VIII, IX; Section 4 in Additional file 4). As was the case for degraded maternal transcripts in PGCs, GO term analysis indicated that the different classes of zygotic transcripts encoded proteins with distinct biological, cellular and molecular functions (Additional file 20; Section 4 in Additional file 4), suggesting coordinate regulation of different biological processes in PGCs at the level of new transcription. For example, transcripts that increased at 3-to-5 hours and then were maintained at constant levels (class VIII) were enriched for GO terms related to Pol II directed transcription (discussed above) as well as the spliceosome, including the SR protein B52 [55] and a Lsm homolog, Lsm3 [56,57]. These results are consistent with a need for coordinate up-regulation of both primary transcript production and splicing in order to produce mature mRNAs during zygotic genome activation. In contrast, transcripts that increased at both time points (class IX) were enriched for 'male gamete generation'. These transcripts all derive from within, or near to, the Stellate gene cluster (Ste12DOR, Ste:CG33236, Ste:CG33246) that functions in maintenance of male fertility via an RNA interference-related process [58]. 

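The transcript of LSm3 (FBgn0051184) had a log2 signal of 11.56 ± 0.25 (SD, n = 4) at 1-to-3 hours and 12.89 ± 0.16 (SD, n = 4) at 3-to-5 hours in wild-type PGCs, an increase of 1.33 (standard error 0.16, adjusted p = 0.000629 from limma), and 12.68 ± 0.40 (SD, n = 4) at 5-to-7 hours. For B52 (FBgn0004587) the signal was 11.31 ± 0.32 (SD, n = 4), then 12.57 ± 0.66 (SD, n = 4) and then 12.53 ± 0.56 (SD, n = 4), with an increase of 1.26 at 3-to-5 hours (standard error 0.32, adjusted p = 0.0178 from limma). The call of B52 was lost when replicate 2 at 3-to-5 hours was left out.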

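The 3 Stellate genes increased at both steps by limma. The log2 signal of Ste12DOR (FBgn0044817) was 8.37 ± 0.96 (SD, n = 4) at 1-to-3 hours, 10.46 ± 0.11 (SD, n = 4) at 3-to-5 hours and 11.96 ± 0.50 (SD, n = 4) at 5-to-7 hours, with increases of 2.09 (standard error 0.42, adjusted p = 0.0059 from limma) and 1.50 (standard error 0.27, adjusted p = 0.0382 from limma). Ste:CG33236 (FBgn0053236) increased by 1.68 and 1.75 and Ste:CG33246 (FBgn0053246) by 2.27 and 1.28. These transcripts were soma-enriched at 1-to-3 hours, with somatic signals of 11.26, 11.82 and 10.94. At 5-to-7 hours the mean signal in replicates 1 and 2 was 11.55 for Ste12DOR, 12.03 for Ste:CG33236 and 11.12 for Ste:CG33246, and in replicates 3 and 4, in which soma-enriched transcripts were raised, it was 12.38, 13.03 and 11.84. With replicates 1 and 2 alone, the second increase of Ste:CG33246 was 0.92, below 2-fold, and the others kept their call. Leaving out any 1 of the 3-to-5 hour replicates removed the calls at 5-to-7 hours.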

*Ste12DOR *transcripts have been reported to be chromatin-associated in early embryos [59].

### Smaug eliminates PGC transcripts encoding proteins that regulate stem cell division, and transcriptional and posttranscriptional regulators

We previously reported that the RNA-binding protein Smaug regulates maternal transcript elimination from the somatic region of the early embryo [3]. Smaug is translated in early embryos and then rapidly degraded after nuclear cycle 13, between 2 and 3 hours after fertilization [3,12]. Smaug protein has been reported to be either uniformly distributed in early embryos [60] or enriched in the germ plasm at the posterior pole and taken up into the PGCs when they bud [61]. To assess the fate of Smaug protein in PGCs, we used immunostaining and confocal microscopy to follow Smaug protein in embryos over the time course of our studies of the PGC MZT. Although Smaug is degraded in the soma, it remains in the PGCs after they bud and throughout the time course (Figure 5).

**Figure 5:**
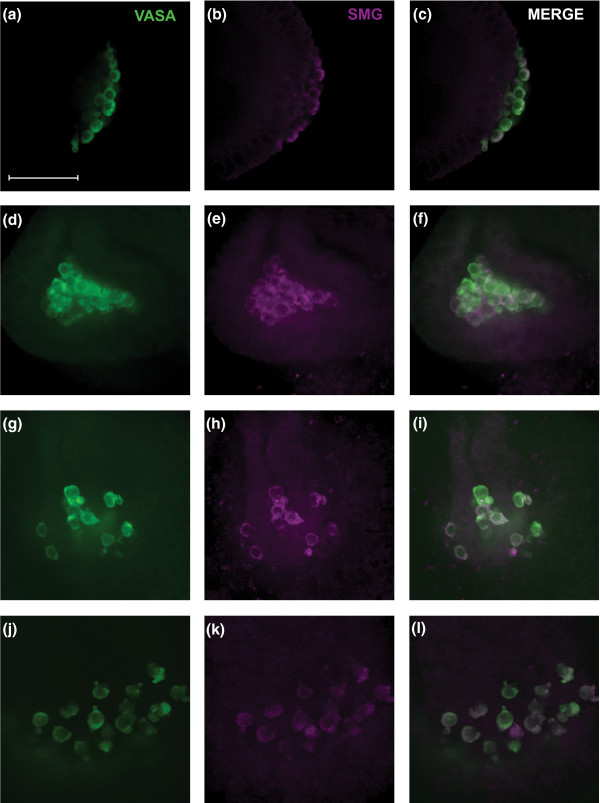
**Smaug protein persists in PGCs**. Double immunostains of Vasa, a PGC marker, and Smaug in PGCs. **(a-c) **Smaug is enriched in PGCs when they form during developmental stage 4, 1.5 hours after fertilization. **(d-f) **Smaug persists in the PGCs at stages 9 and 10, as they sit in the midgut pocket 3-to-5 hours after fertilization. **(g-i) **Smaug persists as the PGCs migrate through the midgut epithelium at stage 10. **(j-l) **Smaug is still detectable at stage 11, 5-to-7 hours after fertilization, at which time the PGCs lie dorsally between the midgut epithelium and the overlying mesoderm. SMG, Smaug protein.

Given the persistence of Smaug in PGCs, we decided to assess whether Smaug regulates the MZT in PGCs. We purified GFP-labeled PGCs from 1- to 3-, 3- to 5- and 5- to 7-hour-old embryos produced by *smaug *hemizygous females. 

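RNA from smaug-mutant PGCs was measured in 3 replicates at 1-to-3 hours, 3 at 3-to-5 hours and 4 at 5-to-7 hours, on the same kind of array and with the same normalization as the wild-type samples. The sample labels give Cy5 at 1-to-3 and 5-to-7 hours and Cy3 at 3-to-5 hours. With the labels' dyes, the dye cannot be told apart from the mutant's own change at either step. The same holds for each difference of change between genotypes. The mean log2 signal per array was 8.18 to 8.21, 8.21 to 8.21 and 8.20 to 8.23 at the 3 time points, and the median SD of a transcript between replicates was 0.267, 0.257 and 0.341. The transcript of smg itself (FBgn0016070) had a log2 signal of 11.52 ± 0.29 (SD, n = 3) in mutant and 13.71 ± 0.32 (SD, n = 4) in wild-type PGCs at 1-to-3 hours, a difference of -2.18 (standard error 0.23, adjusted p = 0.0013 from limma). Its signal was 11.62 ± 0.14 (SD, n = 3) and 12.57 ± 0.08 (SD, n = 4) at 3-to-5 hours and 10.91 ± 0.34 (SD, n = 4) and 11.74 ± 0.32 (SD, n = 4) at 5-to-7 hours. Dependence on Smaug was tested as limma's interaction of genotype and time on log2 values, that is, the mutant change minus the wild-type change between successive time points, fitted on the 4 groups of each step. A transcript was called at an adjusted p of 0.05 over all transcripts and a difference above 2-fold, among those called as decreased (for decay) or increased (for zygotic transcription) in wild type. The methods compare the later time point, normalized to the mean of the earlier, with SAM, and the interaction also carries the spread of the earlier time point. In the mutant's own time course, limma called 586 transcripts as decreased and 434 as increased at 3-to-5 hours, and 684 and 652 at 5-to-7 hours.

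**Figure D3:**
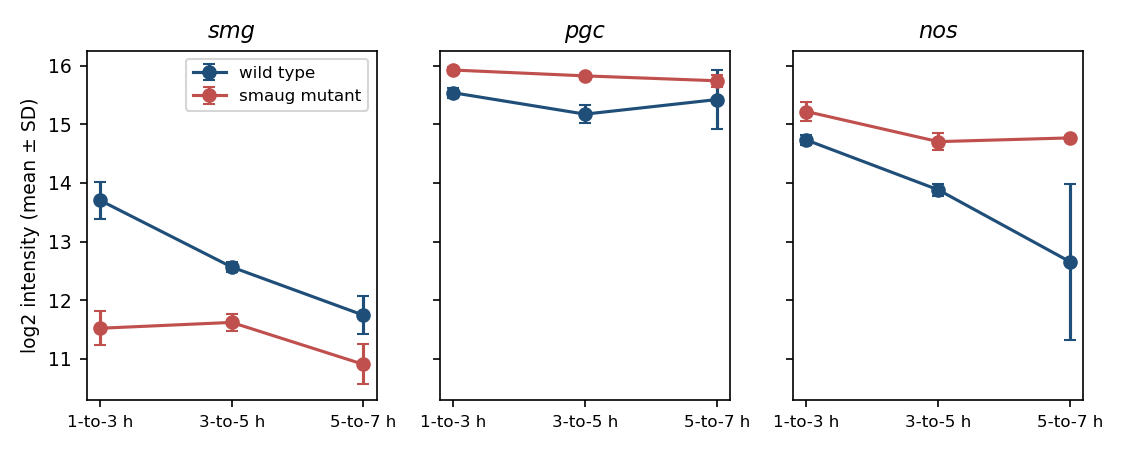
Log2 signal (mean and SD over replicates) of the transcripts of smg, pgc and nos in wild-type and smaug-mutant PGCs at 1-to-3, 3-to-5 and 5-to-7 hours. The smg transcript is lower in the mutant at each time point, by -2.18 at 1-to-3 hours.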

We then used RNA isolated from the sorted cells to interrogate microarrays and identified transcripts greater than two-fold enriched (or depleted - see next section) in mutant relative to wild-type PGCs (Figures 1, 4 and 6). 

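Among the transcripts that limma called as decreased in wild-type PGCs at 3-to-5 hours, 274 (27.2%) decreased less in smaug-mutant PGCs past the threshold. Their median log2 change was -1.72 in wild type and -0.20 in the mutant. Placing all 7 groups in 1 fit lowered the count to 79 and treat lowered it to 2, and SAM for every list gave 324. Of the 326 transcripts paired with the paper's list, 251 were also called here. The paper's printed values at 5-to-7 hours equal those computed from mutant replicates 2, 3 and 4, for 145 of 145 transcripts, and its text gives no reason for the absence of replicate 1. With these samples, 21 (13.6%) of the transcripts decreased at 5-to-7 hours were called. With all 4 mutant replicates the count was 34 (22.1%), and SAM for every list gave 158 with the paper's samples and 178 with all. Mutant replicate 1 had a mean Spearman's correlation of 0.960 with the other mutant replicates of its time point, where the others had 0.946 to 0.958. With wild-type replicates 1 and 2 alone at 5-to-7 hours, 81 were called, and with replicates 3 and 4, whose soma-enriched transcripts were raised, 1091 were called among a longer list of decreased transcripts. The largest differences among named transcripts at 3-to-5 hours were those of Unr (FBgn0035895), at 3.50 (standard error 0.43, adjusted p = 0.0012 from limma), CG2865 (FBgn0023526), at 2.90, and CG15376 (FBgn0029692), at 2.89. At 5-to-7 hours they were those of AcCoAS (FBgn0012034), at 3.03 (standard error 0.53, adjusted p = 0.0129 from limma), CG3003 (FBgn0030144), at 2.69, and CG31175 (FBgn0024242), at 2.68 with an adjusted p of 0.0383, which was 0.0644 by limma with the paper's samples. Unr and CG2865 were lower in the mutant than in wild type at 1-to-3 hours, at 12.35 ± 0.76 (SD, n = 3) and 12.51 ± 0.78 (SD, n = 3).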

Of the 810 mRNAs that decreased significantly in wild-type 3-to-5 hour PGCs, 301 (37%) were significantly stabilized in *smaug *mutant PGCs while 142 (28%) of the 506 that decreased in wild-type 5-to-7 hour PGCs were stabilized in the mutant (Additional file 21). Overall, 34% of unstable PGC transcripts were Smaug-dependent. 

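Over both steps, 295 (25.8%) of the transcripts that decreased in wild-type PGCs were called as dependent on Smaug with the paper's mutant samples, and 308 (27.0%) with all mutant samples. SAM for every list gave 36.2% and 37.7%. With all 7 groups in 1 fit the share was 16.9%, and with adjustment over the wild-type list alone it was 35.3%; the wild-type lists were chosen on these samples, so the latter is not independent evidence. With wild-type replicates 1 and 2 alone at 5-to-7 hours it was 27.6%, and with replicates 3 and 4 alone 56.0%. Of the transcripts called at 3-to-5 hours, 170 (62.0%) were also higher in mutant than in wild-type PGCs at that time point past the threshold, and 55 (20.1%) were lower in the mutant at 1-to-3 hours. From a smaller decrease in the mutant than in wild type, the paper reasons that decay of these transcripts depends on Smaug.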

To verify the list of Smaug-dependent PGC transcripts, we selected several for fluorescence *in situ *hybridization, the results of which confirmed that they were stabilized in *smaug *mutant PGCs relative to wild type (Additional file 22).

**Figure 6:**
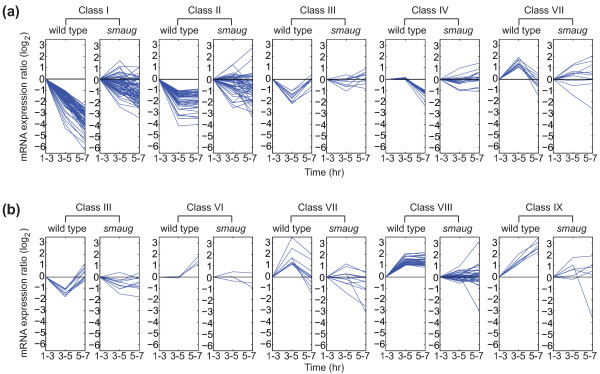
**Smaug-dependent RNA decay and/or transcription of class I to IX transcripts**. **(a) **Smaug-dependent RNA decay. Class I: transcripts stabilized at either 3-to-5 or 5-to-7 hours. Class II: transcripts stabilized at 3-to-5 hours. Class III: transcripts stabilized at 3-to-5 hours. Class IV: transcripts stabilized at 5-to-7 hours. Class VII: transcripts stabilized at 5-to-7 hours. **(b) **Smaug-dependent zygotic transcription. Class III: transcripts that fail to increase at 5-to-7 hours. Class VI: transcripts that fail to increase at 5-to-7 hours. Class VII: transcripts that fail to increase at 3-to-5 hours. Class VIII: transcripts that fail to increase at 3-to-5 hours. Class XI: transcripts that fail to increase either at 3-to-5 or 5-to-7 hours. Each line represents the average expression profile of a transcript from all the replicates. Each pair of plots represents the expression profiles of the same group of Smaug-dependent transcripts in wild-type (left panel) and *smaug*-mutant PGCs (right panel).

GO term analysis indicated that PGC transcripts dependent on Smaug for degradation were enriched for terms related to posttranscriptional regulators of germ plasm assembly, control of stem cell division, transcriptional regulation, and developmental proteins (Additional file 23; Section 5 in Additional file 4). 

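The difference between the mutant and the wild-type change at 3-to-5 hours was 2.53 on the log2 scale for exu (FBgn0000615; standard error 0.24, adjusted p = 0.00028 from limma). The signal of exu fell from 12.51 ± 0.16 (SD, n = 4) to 8.91 ± 0.24 (SD, n = 4) in wild type and from 12.57 ± 0.26 (SD, n = 3) to 11.49 ± 0.05 (SD, n = 3) in the mutant. For BicC (FBgn0000182) the difference was 1.38 (standard error 0.32, adjusted p = 0.0184 from limma). For aret (FBgn0000114) it was 1.69 (standard error 0.28, adjusted p = 0.0044 from limma), with a signal that rose from 13.58 ± 0.32 (SD, n = 3) to 14.56 ± 0.14 (SD, n = 3) in the mutant and fell by less than 2-fold in wild type, from 13.31 ± 0.33 (SD, n = 4) to 12.60 ± 0.14 (SD, n = 4). For smg the difference was 1.24 (standard error 0.26, adjusted p = 0.0128 from limma) and arose from a low mutant level at both time points. Placing all 7 groups in 1 fit removed the calls of exu (adjusted p = 0.0795), BicC (0.232) and aret (0.213) by limma.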

The first of these terms was also enriched in all unstable mRNAs (and is discussed above); the Smaug-dependent transcripts related to posttranscriptional regulators included those encoding Aret/Bruno, BicC, Exu, and Smaug itself.

The 'transcriptional regulation' and 'developmental protein' GO terms were only enriched in the Smaug-dependent subset of transcripts (that is, not enriched in all unstable transcripts). These included transcripts encoding transcription factors such as GAGA factor (Trithorax-like) and a negative regulator of GAGA, Tramtrack (see Discussion); Lola, a zinc-finger/BTB-containing transcription factor required for self-renewal in neural stem cells [62] and also recently implicated in gonad assembly in the embryo [63]; FOXO and InR (the *Drosophila *insulin receptor), which are key components of insulin-directed regulation of cell number [64,65]; Numb, a regulator of Notch signaling that is known to be expressed in stem cells and to regulate asymmetric cell fate specification [48,66]; and Kokopelli, a cyclin required for germ-line stem cell renewal (JD Baker and MJ Kernan, personal communication). It is noteworthy that additional PGC-enriched transcripts that control cell proliferation and stem cell divisions are also Smaug-dependent for elimination (for example, BRCA2 at 3-to-5 hours, Bam at 5-to-7 hours). Thus, Smaug is likely to regulate stem-cell-like features of PGCs, including their proliferation.

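The difference between the mutant and the wild-type change at 3-to-5 hours was 2.03 for InR (FBgn0013984; standard error 0.34, adjusted p = 0.0044 from limma), 1.92 for foxo (FBgn0038197; standard error 0.37, adjusted p = 0.008 from limma) and 1.87 for numb (FBgn0002973; standard error 0.35, adjusted p = 0.0075 from limma). The difference for InR came with a lower mutant signal at 1-to-3 hours, 10.19 ± 0.58 (SD, n = 3) beside 12.40 ± 0.23 (SD, n = 4) in wild type. For the brightest named transcript of ttk (FBgn0003870) the difference was 1.36 (standard error 0.34, adjusted p = 0.0255 from limma). Its wild-type decrease was less than 2-fold, from 12.13 ± 0.22 (SD, n = 4) to 11.48 ± 0.34 (SD, n = 4). Transcripts of 1 gene went in opposite directions. For the brightest Trl transcript (FBtr0075704) the difference was -1.37 (adjusted p = 0.014 from limma), and for FBtr0075705, which decreased in wild type, it was 1.20 (adjusted p = 0.0105 from limma). For the brightest lola transcript it was -0.89, and for 4 other lola transcripts it was 1.11 to 2.27. The brightest named transcript of koko (FBgn0051232) did not change, with a difference of 0.11 (standard error 0.16, adjusted p = 0.7268 from limma). Its signals were 14.34 ± 0.06 (SD, n = 4) and 14.31 ± 0.05 (SD, n = 4) in wild type. The paper's list may hold another koko transcript. Placing all 7 groups in 1 fit removed the calls of numb, ttk and Trl, and that of ttk was also lost under the replicate block and without single mutant replicates.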

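The transcript of Brca2 (FBgn0050169) fell by 1.46 on the log2 scale in wild-type PGCs at 3-to-5 hours, and in the mutant its signal was 12.43 ± 0.22 (SD, n = 3) at 1-to-3 and 13.01 ± 0.19 (SD, n = 3) at 3-to-5 hours, a difference of change of 2.04 (standard error 0.24, adjusted p = 0.000994 from limma). The mutant signal of Brca2 was already higher than the wild-type signal of 11.20 ± 0.23 (SD, n = 4) at 1-to-3 hours. For bam (FBgn0000158) the difference of change at 5-to-7 hours was 2.00 with the mutant replicates that the paper's values use (standard error 0.42, adjusted p = 0.0387 from limma) and 1.99 with all 4 (standard error 0.39, adjusted p = 0.0197 from limma). The latter call was lost without mutant replicate 2 or 3 at 3-to-5 hours. Its wild-type signal was 11.28 ± 0.29 (SD, n = 4) at 3-to-5 and 9.49 ± 0.59 (SD, n = 4) at 5-to-7 hours, the latter being 9.94 in replicates 1 and 2 and 9.03 in replicates 3 and 4. The mutant signal was 10.58 ± 0.16 (SD, n = 3) and 10.78 ± 0.20 (SD, n = 4).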

### Smaug is required for zygotic genome activation in PGCs

We previously showed that, in *smaug *mutants, high-level zygotic genome activation fails in the somatic region of the embryo and provided data suggesting that this is an indirect effect of misregulation of maternal mRNAs that keep the genome silent in early embryos [12]. To assess whether Smaug also regulates zygotic genome activation in the PGCs, we compared zygotically expressed transcripts in wild type versus *smaug *mutants (Figures 1, 4 and 6). Overall, 36% of zygotically expressed transcripts were expressed at significantly lower levels in the mutant PGCs: 248 (38%) of 657 transcripts that increased in abundance in wild-type PGCs at 3-to-5 hours, and 50 (30%) of 167 transcripts that increased at 5-to-7 hours (Additional file 24).

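Among the transcripts that limma called as increased in wild-type PGCs at 3-to-5 hours, 204 (23.0%) increased less in smaug-mutant PGCs past the threshold. Their median log2 change was 1.49 in wild type and 0.05 in the mutant. SAM for every list gave 257, a comparison of levels at 3-to-5 hours alone gave 309, and all 7 groups in 1 fit gave 106. Of the transcripts of this list, 70 (34.3%) were lower in mutant than in wild-type PGCs at 3-to-5 hours past the threshold, and 90 (44.1%) were higher in the mutant at 1-to-3 hours. At 5-to-7 hours 20 (10.5%) were called with mutant replicates 2, 3 and 4, the samples behind the paper's values for 51 of 51 transcripts, and 35 (18.3%) with all 4. SAM for every list gave 46 and 50. Over both steps the share was 21.0% with the paper's samples and 22.4% with all. The count at 5-to-7 hours was 0 without single wild-type replicates at 3-to-5 hours, since no wild-type increase was then called by limma. Of the 256 and 51 transcripts paired with the paper's lists, 171 and 27 were called here. Of the named transcripts, the largest differences at 3-to-5 hours were those of CG13653 (FBgn0039288), at -4.61 (standard error 0.68, adjusted p = 0.0029 from limma), CG11000 (FBgn0037380), at -3.74, and RNASEK (FBgn0058127), at -3.41. The mutant signal of RNASEK was 11.09 ± 0.24 (SD, n = 3) at 1-to-3 hours, above the wild-type level of 6.84 ± 0.88 (SD, n = 4). At 5-to-7 hours they were those of Hsp68 (FBgn0001230), at -5.61 (standard error 0.47, adjusted p = 8.78e-05 from limma), FBgn0052208, at -3.73, and CG8097 (FBgn0030660), at -2.34. From a smaller increase in the mutant, the paper reasons that the transcription of these genes depends on Smaug.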

When the Smaug-dependent lists were compared to all genes on the array, the enriched GO terms substantially overlapped those enriched in wild type (Additional file 25). There were no significantly enriched GO terms for either of the Smaug-dependent lists relative to the lists of zygotic transcripts at these time points. Furthermore, none of the subclasses of affected mRNAs yielded significantly enriched GO terms. Together, these results are consistent with Smaug being required indirectly for zygotic genome activation in PGCs.

### Transcripts that are Smaug-dependent for decay are enriched for SREs while those that are Smaug-dependent for transcription are depleted for SREs

Direct targets of Smaug should carry one or more SREs while indirect targets need not contain SREs. We therefore assessed the different classes of transcripts for SREs using methods that we developed previously [3,67]. Consistent with a direct role for Smaug in PGC transcript destabilization, both unstable and Smaug-dependent unstable transcripts exhibited enrichment for SREs (Figure 7). In contrast, zygotically produced PGC transcripts and Smaug-dependent zygotic mRNAs did not show enrichment for SREs; indeed, SREs were depleted in these classes of transcripts (Figure 7).

**Figure 7:**
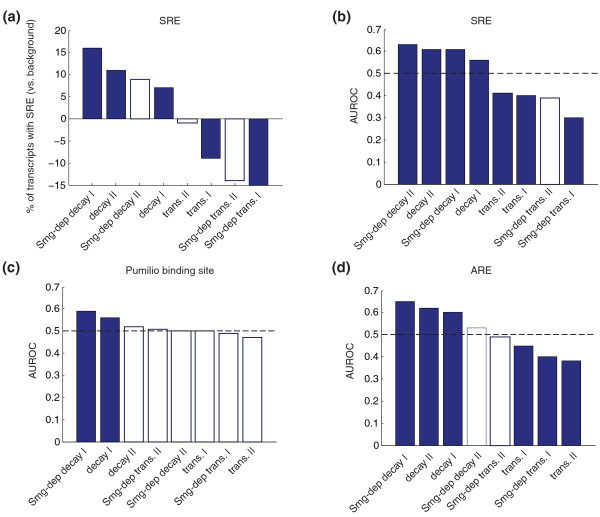
**Enrichment of RBP binding sites in PGC transcripts**. **(a) **Enrichment of SREs evaluated by comparing the percentage of the transcripts having at least one SRE (that is, CNGGN_(0-3) _loop sequence with a four base pair stem) in the specific transcript category, relative to the background set (that is, all transcripts expressed at the same time point). Significance of enrichment was assessed by Bonferroni-corrected hypergeometric *P*-values. **(b) **Enrichment of SREs tested by comparing accessibility and the presence of CNGG in the specific category (that is, the positive set) versus the control category (that is, the negative set, which contained the transcripts expressed at the same time point but without any change in the expression level). Area under the receiver operator characteristic (AUROC) and Bonferroni-corrected Wilcoxon-Mann-Whitney rank sum *P*-values were used to represent the enrichment results and the significance level. AUROC equal to 0.5 (the dashed line), larger than 0.5 or smaller than 0.5 separately indicate that the binding site is represented equal to, more, or less in the positive set versus the negative set. **(c, d) **Graphs similar to (b), but representing the enrichment results for the Pumilio-binding-site (c) and AU-rich element (ARE) (d). Results that pass the significance test are shown with filled bars (multiple-test-corrected *P*-value ≤0.05) and the non-significant results as unfilled empty bars (multiple-test-corrected *P*-value > 0.05). Decay or transcription ('trans.') at the 3-to-5 hour time point relative to 1-to-3 (I) or at the 5-to-7 hour time point relative to 3-to-5 (II). *smg, smaug *mutant.

The depletion of SREs among Smaug-dependent zygotic transcripts is consistent with Smaug's effect on zygotic genome activation in PGCs being indirect. Furthermore, depletion for SREs suggests that, in order for zygotically synthesized transcripts to remain stable in the presence of Smaug protein, there may have been selection against SRE-like elements.

### Additional RBP- and *miR*-binding sites are enriched in unstable PGC transcripts

We next assessed whether there was enrichment (or depletion) of target sites for additional RBPs that are known to be expressed in early embryos (Pumilio [68]) and/or that have previously been shown to have target-site enrichment among maternal transcripts in early embryos (Pumilio and ARE-BPs [69]). Pumilio-binding sites were enriched only in PGC-transcripts that are degraded at the 3-to-5 hour time point (Figure 7), suggesting a role during the initial phase of transcript destabilization in PGCs. Unexpectedly, AREs showed a similar distribution to SREs: enrichment in unstable PGC transcripts and depletion in zygotic PGC transcripts (Figure 7). However, AREs and SREs are not co-enriched and co-depleted in the same transcripts. For example, among 738 PGC transcripts that are destabilized at 3-to-5 hours of embryogenesis, 51% have SREs, 51% have AREs and 25% have both SREs and AREs (26% is expected on the basis of independence). These results suggest that Smaug and ARE-BPs function independently in transcript destabilization during the PGC MZT.

Pumilio protein is present in the PGCs (AL Goldman and HDL, unpublished observation). It should be noted, however, that there is no published evidence that ARE-BPs are present in PGCs. From our MuDPIT analyses, 4 of the 11 predicted ARE-BPs may be expressed in early embryos: one, P element somatic inhibitor (Psi), was present on our soma-specific list; two (Rox8 and CG8778) were ambiguous since they were present only in one of the two replicates; and one, Hrb27C/Hrp48/p50, was present at high levels in both soma and PGCs. This last ARE-BP is known to function in regulation of translation in the soma of early embryos [70].

We next assessed *miR *target site enrichment in the different PGC transcript stability classes using Pictar and TargetScan [71,72]. Unstable PGC transcripts were enriched for several *miR *target sites (Additional file 26), including those for the *miR-309 *cluster, which is transcribed in a Smaug-dependent manner in early embryos and has previously been shown to target a subset of maternal transcripts for elimination [12,13]. Whether a particular *miR *is in fact able to destabilize its targets is dependent on whether it is present at the right time and place to do so. For example, although the *miR-309 *cluster is transcribed at high levels in early embryos [12,13], available *in situ *hybridization data show that *miR-309 *transcription is restricted to the somatic region and does not occur in the PGCs [73]. Thus, *miR-309 *cannot destabilize its targets in the PGCs. Likewise, although unstable PGC transcripts are enriched for *miR-1, miR-2a-2 *cluster, *miR-8, miR-10, miR-11, miR-13b-1 *cluster, *miR-92a, miR-274*, and *miR-283 *target sites, all of these *miRs *are expressed in the soma but not in the PGCs [73]. These results suggest a mechanism that explains why the MZT is delayed in PGCs relative to the soma (see Discussion).

### Comparison of the MZT in the soma and PGCs

A comparison of the MZT in the soma versus the germ line is shown in Table 1. The scale of the MZT in the PGCs and soma is similar: in the soma 1,600 to 2,100 maternal transcripts are eliminated [3,69] while we have shown here that about 1,300 transcripts are eliminated from the PGCs. Likewise, zygotic genome activation produces 900 to 1,000 transcripts in the soma [12,69] and about 800 in the PGCs.

**Table 1:** Comparison of MZT in the soma versus the PGCs

	Soma		Primordial germ cells	
**RNA decay**				
Material analyzed	Unfertilized egg [3]	Embryo [69]	PGCs (this study)	PGCs (this study)
Time	2-to-4 hours, 4-to-6 hours versus 0-to-2 hours	2-to-3 hours versus 0-to-1 hours	3-to-5 hours versus 1-to-3 hours	5-to-7 hours versus 3-to-5 hours
Gene numbers	1,637	2,107	810	506
Genes dependent on Smaug for RNA decay	975 (60% of RNA decay)	NA	301 (37% of RNA decay)	142 (28% of RNA decay)
SREs in RNAs expressed	48%	46%	45%	45%
SREs in RNA decay	59%	63%	52%	56%
SREs in Smaug-dependent RNA decay	67%	NA	61%	54%
GO terms for RNA decay	Transmembrane transport Proteasome DNA damage/repair Alternative splicing Cell/developmental maturation Nucleotide-binding	Nucleotide-binding Metabolism germ cell Development Alternative splicing Sexual reproduction	Intrinsic/integral to membrane EGF-like domain Ras/Ras GTPase N-linked glycosylation Pole plasm RNA localization Pole plasm assembly Embryonic axis specification Alternative splicing	Intrinsic/integral to membrane Dephosphorylation Lipid catabolism Alternative splicing
GO terms for Smaug-dependent RNA decay	Cell cycle phosphoprotein Nucleotide-binding Microtubule-based process Chromosome organization Proteasome	NA	Alternative splicing Developmental protein Cell surface receptor-linked signal transduction	Electron carrier activity
**Zygotic transcription**				
Material analyzed	Embryo [69]	Embryo [12]	PGCs (this study)	PGCs (this study)
Time	0-to-1 hours versus 1-to-2 hours	2-to-3 hours versus stage 14 oocytes	3-to-5 hours versus 1-to-3 hours	5-to-7 hours versus 3-to-5 hours
Gene numbers	1,110	939	657	167
Genes dependent on Smaug for zygotic transcription	NA	371 (40%)	248 (38%)	50 (30%)
SREs in zygotic transcription	54%	48%	35%	43%
SREs in Smaug-dependent zygotic transcription	NA	36%	29%	30%
GO terms for zygotic transcription	Transcription Morphogenesis Interphase Development	Developmental protein Morphogenesis transcription Metabolism	Structural constituent of ribosome Structural constituent of mitochondrial ribosome Mitochondrial membrane part mitochondrial electron transport Transcriptional regulator activity	Casein kinase II mitotic spindle organization
GO terms for Smaug-dependent zygotic transcription	NA	Morphogenesis Signal Cell fate	No significant GO terms	No significant GO terms

NA, not available since *smaug *mutants were not analyzed.

The population of transcripts loaded into the PGCs when they bud differs from that in the somatic cells: of the 5,695 transcripts present in PGCs, 838 (15%) are PGC-specific while, of the 5,622 transcripts present in the somatic cells, 765 (14%) are soma-specific; 4,857 transcripts are present in both PGCs and somatic cells. 

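By limma's one-group test, 6489 transcripts were present in both 1-to-3 hour PGCs and somatic cells, which is 89.5% of those present in PGCs and 85.0% of those present in somatic cells. Another 760 (10.5%) were present in PGCs only, and 661 of these were also called as PGC-enriched. In somatic cells only, 1144 (15.0%) were present, and 1013 of these were also soma-enriched. With SAM's one-class analysis the shares were 14.4% and 15.0%. By limma, the remaining 99 found in PGCs only and 131 found in somatic cells only were not called as enriched. From the transcripts found in only one population, the paper concludes that the populations of transcripts loaded into PGCs and somatic cells differ.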

The differences in PGC versus somatic transcript populations are a consequence of three mechanisms that operate during oogenesis and early embryogenesis: transport-based transcript localization to the germ plasm; spatially regulated transcript decay in the soma but not the germ plasm; and active exclusion of transcripts from uptake into the PGCs when they bud.

The differences in transcript populations in the PGCs and soma underlie the differences in GO term enrichment in destabilized maternal mRNAs in the soma versus the PGCs: while certain terms were shared, many were unique to one or other cell type (Table 1). This was particularly evident for the Smaug-dependent unstable transcripts, for which the enriched GO terms did not overlap at all.

As described above, unstable PGC transcripts are enriched for SREs while the newly synthesized PGC transcripts are depleted for SREs. This observation prompted us to reassess maternal and zygotic somatic transcripts that we identified previously [3,12]. In the soma, the trend was similar to that in the PGCs: 67% of Smaug-dependent unstable transcripts had at least one SRE, as did 59% of all unstable transcripts, and 48% of all maternal and all zygotic transcripts, but only 36% of Smaug-dependent zygotic transcripts, had an SRE (Table 1). These results are consistent with the fact that zygotic genome activation in the soma initiates while Smaug protein is still present at high levels; it is only after genome activation that Smaug protein rapidly disappears [12].

Zygotic transcription in the soma and PGCs produces transcripts enriched for largely non-overlapping GO terms (Table 1): in the soma, related mostly to development, morphogenesis and metabolism; in the PGCs largely related to ribosomes and mitochondria. These differences presumably reflect the very different biology of the germ line and soma: for the soma, specification of cell positional identity and assembly of a three-dimensional embryo with multiple cell types and tissues; for the PGCs - which represent a single cell-type - the imperatives of coordinate transcription, translation and energy production.

## Discussion

Here we have defined the *Drosophila *PGC MZT and have identified Smaug as a major regulator of both aspects: maternal transcript elimination and zygotic genome activation. We previously identified these roles for Smaug in the somatic MZT [3,12]. Thus, Smaug regulates the MZT in both the soma and the germ line.

### Maternal mRNA degradation in PGCs

Our genome-wide analysis of PGCs has shown that several classes of transcripts are enriched in PGCs when they form: these encode germ-plasm components, regulators of stem cell maintenance and proliferation, DNA damage checkpoints, and metabolic enzymes. A subset of these is eliminated during the MZT. We do not know whether the proteins encoded by these mRNAs decay with similar kinetics to their mRNAs; however, because a recent study has demonstrated coordination of mRNA and protein turnover in the soma of early *Drosophila *embryos [74], we will, for the purposes of this discussion, assume that there is an overall correlation between RNA and protein production and decay. The fact that unstable transcripts that exhibit distinct types of decay profiles are enriched for distinct GO terms suggests that coordination of different biological processes is regulated at the level of mRNA stability.

Transcripts that are eliminated during the PGC MZT encode posttranscriptional regulators that function in germ-plasm assembly, consistent with a transition to a primarily transcriptional mode of gene regulation; and cell-cell signaling molecules, modulation of which may be essential for directed migration of the PGCs. The fact that transcripts encoding metabolic enzymes are not eliminated is consistent with an ongoing high metabolic requirement in these cells, as evidenced by very high mitochondrial activity [42]. High metabolic function also leads to production of reactive oxygen species that can cause DNA damage, which may be one reason why transcripts encoding DNA damage checkpoints and the DNA repair machinery are maintained at high levels. Protection from damage is a particularly crucial imperative for germ-line DNA since it will ultimately give rise to the next generation.

Smaug targets a smaller proportion of PGC transcripts for elimination than it does in the soma - a third in PGCs versus two-thirds in the soma [3] - but, nevertheless, remains a major regulator of this aspect of the PGC MZT. Enrichment of the Smaug-dependent transcripts for SREs lends confidence to the interpretation that their decay is a direct consequence of binding by Smaug and recruitment of the CCR4/POP2/Not-deadenylase [7,8,67]. Smaug-dependent PGC transcripts include those that encode posttranscriptional regulators of germ-plasm assembly and function, regulators of stem cell proliferation, as well as both positive and negative transcriptional regulators. These results suggest that Smaug plays a major role in specification of PGC fate, proliferation, and regulation of gene expression. Further effort is required to define the cellular consequences of failure to eliminate these classes of transcripts in *smaug *mutants.

### Zygotic genome activation in PGCs

Zygotic transcription in the PGCs produces the core machinery for both transcription and translation: for transcription, Pol I, Pol II and associated factors, as well as the splicing machinery; for translation, ribosomal proteins. This is consistent with a requirement to coordinate production of the RNA- and protein-synthetic machinery in PGCs during zygotic genome activation. In the soma, zygotic genome activation produces both the core transcriptional machinery and a large number of spatially restricted transcription factors that specify cell identity [69]. Thus, in both the PGCs and the soma, zygotic genome activation establishes a positive feedback loop that permits the zygotic genome to establish control of development.

Ribosomal protein synthesis accounts for up to 10% of all protein synthesis in the soma of early *Drosophila *embryos; surprisingly, however, it is only after blastoderm formation that the newly synthesized components are incorporated into ribosomal subunits [75,76]. Synthesis of new ribosomal protein mRNAs in the PGCs is particularly important in light of the fact that maternally loaded mRNAs encoding these proteins are excluded when the PGCs bud. While the biological reasons for this exclusion are unclear, we speculate that production of fresh ribosomes composed of newly synthesized rRNAs and proteins may be required, not just for high-level, but also for high-fidelity protein synthesis in the PGCs, a cell type in which fidelity must be particularly important.

An additional possible reason for synthesis of new ribosomal protein mRNAs relates to the production of specific isoforms to produce distinct 'flavors' of ribosomes [77]. It has been reported that the germ-line stem cells in the *Drosophila *gonads express mRNAs encoding specific isoforms of RpS5, RpS10, RpS19 and RpL22, which might confer the ability to interact with alternative eIF-4F members [78]. However, our analyses indicate that RpS5b mRNA and protein are present at equivalent levels in both the PGCs and the somatic cells; that RpS10a and RpL22L mRNAs and proteins are not detectable in either the PGCs or soma; and that RpS19b mRNA and protein are undetectable in the PGCs and soma of 1-to-5 hour embryos. However, RpS19b transcripts are synthesized in PGCs at 5-to-7 hours, consistent with the possibility that these contribute to production of 'stem cell-like' ribosomes. It will be interesting to determine whether transcripts encoding the other stem cell-like isoforms are induced later, when the PGCs reach the somatic component of the gonads.

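The transcript of RpS5b (FBgn0038277) had a log2 signal of 13.11 ± 0.07 (SD, n = 4) in 1-to-3 hour PGCs and 12.99 ± 0.14 (SD, n = 4) in somatic cells, a difference of 0.12 (standard error 0.13, adjusted p = 0.4662 from limma), within the spread between replicates. In the spectral counts of Additional file 3, its protein has counts of 0 and 0 in the replicates of PGCs and of 0 and 3 in those of somatic cells, too few to compare the levels. Transcripts of RpS10a, RpL22L and RpS19b have no name in the tables used for naming and were not analysed here.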

### Mechanisms underlying the differential timing of the MZT in PGCs and soma

Elimination of maternal mRNAs from the soma is triggered by egg activation and commences before fertilization [3,79-81]. In contrast, the present study has shown that elimination of maternal mRNAs from PGCs is delayed relative to the soma, commencing about 3 hours after fertilization. In the case of the soma we were able to use stage 14 oocytes as our 'undegraded' reference in which to define all maternally contributed mRNAs [3]. Since the PGCs bud from the posterior pole of the embryo 1.5 hours after fertilization, and up to 70% of maternal transcripts exhibit a non-uniform spatial distribution in embryos [59], we used PGCs sorted from 1-to-3 hour embryos as our reference. Thus, we cannot exclude the possibility that, had we used more and narrower time windows, we would have detected decay of certain PGC transcripts prior to the 3-to-5 hour time point.

Zygotic transcription in the soma initiates in two waves, with a small subset of transcripts being synthesized as soon as 30 minutes after fertilization and high-level zygotic genome activation beginning after 2 hours [59,69,82]. With respect to the current study, the same caveat applies to zygotic genome activation in PGCs as to maternal transcript clearance: certain transcripts may be produced prior to the 3-to-5 hour time point but not be detected in our study. We suspect that this is unlikely because genome-wide *in situ *hybridization analyses of 0- to 3-hour-old embryos have not detected sites of zygotic transcription in PGCs (see the Fly-FISH database). Furthermore, there are mechanisms to ensure that the PGCs are transcriptionally silent when they form [21,83]. Indeed, it has been shown that Pol II CTD Ser2 phosphorylation, a hallmark of transcription elongation, is absent from the PGCs when they form, but begins to appear at 3 hours of embryogenesis [54]. Our data showing that zygotic genome activation in PGCs occurs at 3-to-5 hours of embryogenesis is, thus, fully consistent with the timing of CTD Ser 2 phosphorylation. Taken together, our data on transcript elimination and production suggest that the MZT in PGCs commences later than in the soma.

What is the mechanism underlying the delay in maternal transcript elimination from PGCs? In the soma, while decay initiates upon egg activation, zygotic transcription is required for production (or activation) of more potent decay activities that feed back to further destabilize maternal mRNAs [80] (Figure 8a, b). The zygotically synthesized decay activities are encoded by different chromosomes [69] and include the *miR-309 *family of microRNAs [13]. The PGCs bud before the zygotically encoded decay machineries are synthesized and are transcriptionally silent when they form, so synthesis of *miR-309 *[73] and, likely, other components of the zygotically synthesized machinery is restricted to the soma. Thus, PGCs contain the maternally encoded transcript elimination machinery but not the zygotically encoded decay machinery. We showed previously that the maternal machinery is about one-third as efficient as the combined maternal and zygotic machineries and that many transcripts are protected from this machinery in the PGCs [79,80]. Thus, the elimination of maternal transcripts from PGCs occurs with slower kinetics than in the soma (Figure 8a, c).

**Figure 8:**
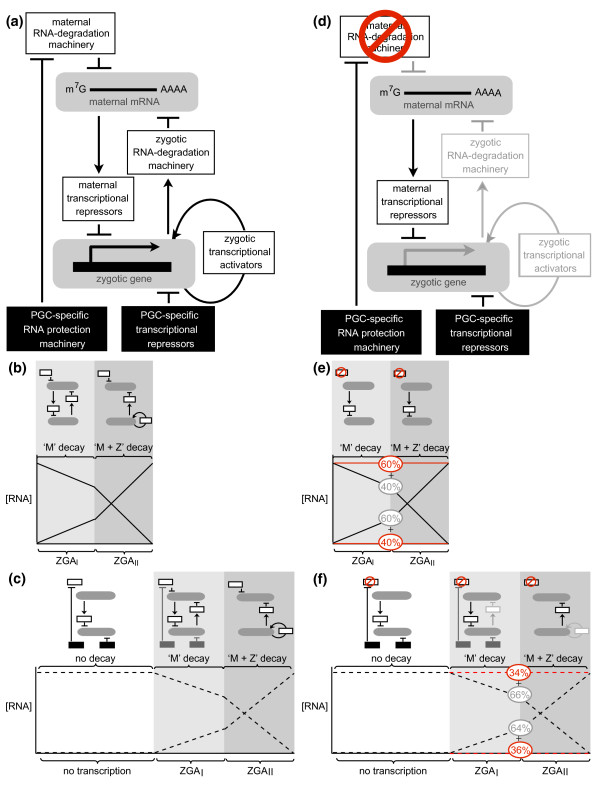
**Model for delayed MZT in the PGCs relative to the soma**. **(a-c) **Wild type, **(d-f) ***smaug *mutant. (a, d) The model. (b, c, e, f) The dynamics of maternal decay and zygotic genome activation with the model diagrammed above the curves. (a, b) In wild-type soma, maternal mRNAs are targeted for decay by a maternally encoded decay machinery ('M') that includes Smaug. Among the targeted transcripts are ones encoding transcriptional repressors that keep the zygotic genome silent. As these are eliminated so zygotic genome activation (ZGA) initiates. Among the zygotic transcripts are components of the zygotically encoded decay machinery ('Z') that feed back to further destabilize maternal mRNAs. ZGA also produces transcriptional activators that feed back to upregulate transcription. (a, c) In wild-type PGCs additional layers of regulation occur (black boxes): protection of a subset of maternal mRNAs from decay factors such as Smaug; and PGC-specific transcriptional repressors that keep the zygotic genome silent (for example, Polar granule component). Only after these are eliminated does the delayed MZT commence in the PGCs. (d, e) In *smaug*-mutant soma, a subset of maternal mRNAs is stabilized (60%) while a subset of ZGA fails (40%). (d, f) In the *smaug*-mutant PGCs, there is a similar effect but on a different scale: 34% of unstable maternal mRNAs fail to be cleared and 36% of ZGA fails.

In the soma, Smaug regulates mRNA translation and decay, providing specificity to the mechanism by targeting transcripts that contain SREs [4-9]. Smaug is also required indirectly for the production of the zygotically synthesized components of the decay machineries (for example, *miR-309*) [12]. In the germ plasm and PGCs, Smaug's ability to repress translation is abrogated [6,9,84,85] while transcripts that Smaug eliminates from the soma persist [7,8,80] (Figure 8d, e). Persistence of Smaug-dependent transcripts in PGCs may be due, at least in part, to slower decay kinetics caused by the absence of the aforementioned zygotic decay factors (Figure 8d, f).

We have hypothesized that zygotic genome activation in the soma requires Smaug-dependent elimination of maternal RNAs encoding factors that keep the genome silent [12]. A key repressor of the genome in PGCs is the protein encoded by the *Polar granule component *gene [21,70,83]. 

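The transcript of pgc (FBgn0016053) had a log2 signal of 15.54 ± 0.09 (SD, n = 4), 15.17 ± 0.15 (SD, n = 4) and 15.42 ± 0.50 (SD, n = 4) in wild-type PGCs at 1-to-3, 3-to-5 and 5-to-7 hours, and of 15.93 ± 0.06 (SD, n = 3), 15.83 ± 0.02 (SD, n = 3) and 15.74 ± 0.10 (SD, n = 4) in smaug-mutant PGCs. Neither wild-type step was past the threshold, with changes of -0.37 (standard error 0.13, adjusted p = 0.0654 from limma) and 0.25 (standard error 0.27, adjusted p = 0.6084 from limma). The mutant was higher than wild type at 3-to-5 hours by 0.65 (standard error 0.14, adjusted p = 0.0092 from limma), less than 2-fold. The difference was 0.39 at 1-to-3 hours (standard error 0.14, adjusted p = 0.0918 from limma) and 0.32 at 5-to-7 hours (standard error 0.27, adjusted p = 0.5169 from limma), not past the threshold. Signals near 16 are at the top of the arrays' range, where a further difference can be compressed. At 5-to-7 hours the wild-type mean was 15.84 in replicates 1 and 2 and 15.00 in replicates 3 and 4. In 1-to-3 hour somatic cells the signal was 11.89 ± 0.43 (SD, n = 4).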

Our data indicate that *Polar granule component *mRNA is present at high levels in both wild-type and *smaug*-mutant PGCs throughout the time-course of our experiments. Additional factor(s) must, therefore, be eliminated in order to accomplish activation of the PGC genome: one strong candidate is Tramtrack, a well-known repressor of gene activation during the somatic MZT [12,86], whose mRNA is eliminated from the PGCs in a Smaug-dependent fashion.

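In the mutant the brightest named transcript of ttk had a log2 signal of 12.02 ± 0.39 (SD, n = 3) at 1-to-3 hours and 12.73 ± 0.34 (SD, n = 3) at 3-to-5 hours, where the wild-type signal had fallen by less than 2-fold. At 5-to-7 hours it was 10.43 ± 0.80 (SD, n = 4) in the mutant and 10.19 ± 0.86 (SD, n = 4) in wild type, which did not differ beyond the spread between replicates. The difference of change of ttk at 3-to-5 hours was called in the main fit. With each of 14 arrays left out in turn, its value stayed between 1.16 and 1.55. Placing all 7 groups in 1 fit gave an adjusted p of 0.197 from limma for this difference. Its call was also lost under the replicate block (0.0645), without mutant replicate 2 (0.0654) or 3 (0.0527) at 1-to-3 hours and without mutant replicate 3 at 3-to-5 hours (0.064), each an adjusted p from limma.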

## Conclusions

PGC-enriched mRNAs encode germ plasm, stem cell proliferation regulators, DNA damage checkpoints and metabolic enzymes. During the PGC MZT, mRNAs encoding germ-plasm and cell-cell signaling molecules are rapidly degraded while zygotic transcription produces mRNAs encoding the core transcriptional and protein synthetic machineries. We identified nine different classes of transcript decay/production profiles and showed that these are enriched for distinct classes of transcripts, suggesting coordinate regulation of different biological processes at the transcriptional and posttranscriptional levels. Smaug is required for elimination of a third of the degraded PGC transcripts, notably ones encoding proteins that regulate aspects of stem cell behavior, and transcriptional and posttranscriptional processes. Computational analyses showed that *cis*-acting SREs as well as AREs are enriched in the degraded transcripts and depleted in newly synthesized transcripts. That SREs and AREs are not co-enriched in the same transcripts suggests independent functions for Smaug and ARE-BPs in the PGC MZT. A comparison of the somatic and PGC MZTs showed that, while the scale of these processes is very similar, the specific transcripts that are eliminated or produced are quite different, reflecting the very different developmental imperatives of these cell types. The PGC MZT is delayed relative to that in the soma, likely because relief of PGC-specific transcriptional silencing is required for zygotic genome activation as well as for efficient maternal transcript clearance.

## Materials and methods

### Fly stocks, maintenance and embryo collection

The following fly strains were used: *w^1118^, VASA-GFP*/*CyO *; *PrDr*/*TM3, Sb *[87], *VASA-GFP*/*CyO *; *smg^1^/TM3, Sb *and *Df(3L)Scf-R6*/*TM3, Sb *(Bloomington Stock #4500). Stock maintenance and embryo collections followed standard procedures that are detailed in Additional file 5.

### Pole cell (PGC) isolation

Pole cells were isolated from the embryos by modifying a previously published protocol [22]. For RNA isolation, embryos dechorionated in a 50% bleach solution were washed and collected on a 125 μm nylon mesh. Small aliquots (approximately 500 embryos) were transferred into a 7 ml Dounce homogenizer on ice containing 500 μl of S2 medium (Schneider's insect medium; Sigma-Aldrich, St Louis, MO, USA). Embryos were gently homogenized using a loose-fitting pestle by turning the pestle 180 degrees, slowly pulling up the pestle to create a gentle shearing force and then allowing it to drop down into the homogenizer on its own weight. This was repeated eight to ten times to allow maximum disruption of the embryos without damaging the pole cells. Embryo extract was collected in a fresh 10 ml plastic tube and kept on ice until all the embryos were processed. The extract was filtered once through a 125 μm nylon mesh to remove large chunks of embryo debris and centrifuged in a hanging-basket rotor at 1,000 rpm for 10 minutes at 4°C. The supernatant was removed and the pellet was gently resuspended by pipetting up and down in 5 ml of ice-cold calcium-free PBS (Life Technologies Corporation, Carlsbad, CA, USA). After centrifugation as described above, the supernatant was discarded and the pellet was gently resuspended in 2 ml of calcium-free PBS containing 0.1% trypsin (Sigma-Aldrich) and was incubated at 37°C for 10 minutes. An equal volume of S2 medium supplemented with 20% fetal bovine serum was added to the extract to terminate the proteolysis. In order to separate the dissociated pole cells from the nucleic acid strands visible after the trypsinization, 10 units of DNase I (Life Technologies Corporation, Carlsbad, CA, USA) was added to the extract, pipetted up and down gently and incubated at room temperature for 15 minutes. The extract was centrifuged as above, the pellet was resuspended in 1 ml of S2 medium, filtered through a 40 μm nylon mesh and stored on ice until cell sorting.

### Fluorescence-activated cell sorting (FACS) of PGCs

Cells were sorted using a BDFACS Aria (BD Biosciences, Franklin Lakes, NJ, USA) flow cytometer fitted with a 100 μm nozzle at 35 psi. Samples were sorted at 4°C and the sorted cells were collected into 1.5 ml of S2 medium at 4°C. Post-sort purity of GFP-positive cells was greater than 98% in the collected samples. The yield for VASA-GFP positive cells ranged from 25,000 to 110,000 cells/sort, starting from 8 cages of flies.

### Mass spectrometry

PGC isolation for mass spectrometry was as above but without trypsin and DNase I treatment. The PBS-washed pellet was resuspended in approximately 1.0 ml PBS and filtered through a 40 μm mesh twice for FACS. The sorted cells were collected into tubes containing 1.5 ml PBS. Post-sorting, cells were centrifuged at 850 × g for 10 minutes at 4°C. The samples were flash frozen and stored at -80°C. The numbers of cells used were: GFP-positive cells, 5.96 × 10^5 ^(replicate 1) and 4.89 × 10^5 ^(replicate 2); GFP-negative cells, 1.3 × 10^6 ^(replicate 1) and 1.0 × 10^6 ^(replicate 2). Details of MuDPIT materials, sample preparation and mass spectrometric analysis are presented in Additional file 7 and followed standard methods [25]. Samples were analyzed on a LTQ-Orbitrap XL instrument. Database searches and protein identification used Sequest Sorcerer™ (version 3.5, Sage-N Research, Milpitas, CA, USA) against a NCBI *Drosophila melanogaster *protein sequence database (14,331 sequences). Validation of tandem mass spectrometry-based peptide and protein identifications was performed using the Scaffold software (version Scaffold 2.1.1, Proteome Software Inc., Portland, OR, USA). Peptide identification was carried out using the Peptide Prophet algorithm [88]. Additional details regarding the protein identification methods are given in Additional file 5.

### Total RNA isolation, amplification and microarray-based gene expression profiling

Post sorting, cells were centrifuged as described above, S2 medium was removed, and 1 ml of TRIzol (Life Technologies Corporation) was added to the cell pellet. Samples were flash frozen in liquid nitrogen and stored at -80°C until further processing. For each biological or technical replicate, 15 to 20 × 10^3 ^cells were thawed at room temperature in TRIzol and total RNA was isolated according to the manufacturer's protocol. RNase-free glycogen (20 μg; Thermo Fisher Scientific Inc., Waltham, MA, USA) was added to each RNA precipitation to improve total RNA yield. The RNA pellet was air-dried and resuspended in 30 μl of RNase-free water. RNA quality and quantity were determined using the Bioanalyzer-RNA Pico kit (Agilent Technologies, Santa Clara, CA, USA). Typical RNA yield ranged from 0.5 to 2 ng/μl.

The WT-OVATION Pico RNA Amplification System (NuGEN Technologies, San Carlos, CA, USA) was used to reverse-transcribe and amplify 5 ng of total RNA from each sample according to the supplier's protocol. The amplification yield ranged from 6.5 to 7.5 μg of single-stranded antisense cDNA. Before fluorescent labeling of cDNA for microarray hybridization, 500 ng of the single-stranded antisense cDNA was used in a standard Klenow reaction using random hexamers (Life Technologies Corporation) to synthesize the second cDNA strand. Double-stranded cDNA product (1 μg) from the Klenow reaction was used for fluorescent labeling using the NimbleGen DNA labeling kit (Roche NimbleGen, Madison, WI, USA) according to the manufacturer's protocol. Cy3- and Cy5-tagged random nonamers (Dual-Color DNA labeling kit, Roche NimbleGen) were used to label cDNA from wild type and *smg^1^*/*Df *PGCs, respectively. Custom-designed *Drosophila *4 × 72K Nimblegen arrays were used and each array was hybridized with 1 μg each of both Cy3- and Cy5-labeled denatured cDNA and washed according to the Roche NimbleGen protocol. At least three, in most cases four, biological replicates were performed for each time point for each genotype. The arrays were scanned with a GenePix4000B microarray scanner system (Molecular Devices, Inc., Sunnyvale, CA, USA). The scanned images were initially quantified using Nimblescan (Roche) and the resulting data were normalized using the ArrayStar 3 (DNASTAR) software using the RMA quantile method.

### Data analysis

#### Proteome analysis

The spectral counts and unique peptide numbers from mass spectrometry were separately used to measure protein levels. Global normalization was performed using the trimmed mean method (that is, trimming the highest and lowest 5% of the values). Enrichment was assessed by comparing protein levels in PGCs (GFP-positive) and somatic cells (GFP-negative) at the 1-to-3 hour time point. To be identified as 'enriched' in 1-to-3 hour PGCs, a protein's levels had to satisfy the following criteria: 1) the two replicates of this protein in 1-to-3 hour PGCs both had a unique peptide number larger than or equal to two; 2) the geometric mean of the score (spectral count number or unique peptide number) for the two replicates of this protein in PGCs had to be larger than or equal to twice either the geometric mean of the replicates in the somatic cells or, if one of the somatic cell replicates had a zero score, the non-zero score. Those proteins whose levels were five-fold greater in PGCs versus soma (or completely absent in soma) were classified as 'PGC-specific'. Soma-enriched and specific proteins were defined following equivalent rules.

#### Transcriptome analysis

Analyses used the Significance Analysis of Microarrays (SAM) package. The genes significantly expressed in wild-type PGCs at 1-to-3 hours, 3-to-5 hours and 5-to-7 hours were separately determined by expression level at the corresponding time point (normalized to the mean expression level), using 'one class analysis' in SAM, with a false discovery rate (FDR) of 5% as the cutoff. The transcripts degraded or transcribed in PGCs were determined by comparing the expression level at two successive time points, using 'two class unpaired analysis' in SAM, with a FDR of 5% and fold change of two as the cutoff. The Smaug-dependent transcripts were determined by comparing the expression levels (normalized to the previous time point) in wild type and *smaug *mutants, using 'two class unpaired analysis', with a FDR of 5% and fold change of two as the cutoff. All the reported genes were restricted to the genes expressed significantly at the corresponding time points (see Additional file 27 for detailed information).

#### Gene Ontology term enrichment analysis

GO analysis was performed on the web server of the DAVID functional annotation tool [89]. A FDR of 10% was applied to evaluate the significance. The background setting for each analysis is shown in the relevant Additional file.

#### RBP binding-site enrichment

Two methods were applied to test for SRE enrichment in this study. In the first method [3], SREs were identified by searching for the CNGGN_(0-3) _consensus loop in a hairpin with a four base pair stem. The enrichment of transcripts containing at least one SRE was assessed using the hypergometric test. In the second method [67], enrichment for SREs was evaluated by comparing the accessibility of CNGG sites in the positive set versus negative set by measuring the area-under the receiver-operator characteristic (AUROC). If CNGG was absent from a transcript, an accessibility of zero was assigned. The significance level was assessed by calculating the Bonferroni-corrected Wilcoxon Mann Whitney *P*-value. Enrichment for Pumilio binding sites and AREs was assessed using the second method, with UGUAHAUA and AUUUA as the binding site, respectively.

#### microRNA target site enrichment

The targets of microRNA clusters and families were defined using PicTar and TargetScanFly, respectively [71,72]. Enrichment of miRNA target sites was assessed using the hypergeometric *P*-value, following multiple hypothesis testing. A FDR of 10% was applied to evaluate significance.

#### Network prediction

The network was predicted using the GeneMANIA web server [90], with the default settings using application version 3.0.7 and the 3 February 2012 version of the database.

### Data availability

The mass spectrometry data are available at ProteomeCommons.org Tranche network via the hash: 6ITDcEBOeJszDNlS5FLFu3pKPNiSSB8Q1tuCB2yBRTgSAFtx8JcVTnNFxvEwy6Wlz7gvQkIwUcXBisxbq6tKUHU1ne8AAAAAAAAWLQ = =. The microarray data are available at NCBI's Gene Expression Omnibus (GEO) website as series GSE34397.

## Abbreviations

ARE: AU-rich element; ARE-BP: ARE-binding protein; BDGP: Berkeley Drosophila Genome Project; CTD: carboxy-terminal domain of RNA polymerase II; FDR: false discovery rate; GFP: green fluorescent protein; GO term: Gene Ontology term; miR: microRNA; MuDPIT: multidimensional protein identification technology; MZT: maternal-to-zygotic transition; PBS: phosphate-buffered saline; PGC: primordial germ cell; RBP: RNA-binding protein; SAM: Significance Analysis of Microarrays; SRE: Smaug recognition element.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

NS, HL and HDL conceived and designed the project. NS and HL carried out all of the FACS purifications of PGCs. RNA purification and microarray experiments were conducted by NS and HL under the supervision of HDL and JTW. TK carried out the mass spectrometry on PGCs sorted by HL. XL carried out all of the data analysis under supervision of QM and HDL. AK carried out the RNA *in situ *hybridizations. AK and HH carried out the immunostains and confocal microscopy. HDL supervised the project and wrote the manuscript. All authors have read and approved the manuscript for publication.

## Supplementary Material

Additional file 1 **Distribution of the MuDPIT results**. An ordered plot showing the ratios of PGC:soma spectral counts for all of the proteins identified in this study (unique peptide number ≥2). The spectral counts shown in the plot are the geometric mean of the two replicates in the PGCs and somatic cells. The minimal measurement of all the spectral counts was added to each spectral count to avoid division by zero. The dashed lines indicate the thresholds used to determine PGC- or soma-specific (brown lines) and PGC- or soma-enriched proteins (black lines). PGC, primordial germ cell. Click here for file

Additional file 2 **Correlation between replicates**. **(a) **Spearman's correlation coefficients between mass spectrometry replicates. **(b) **Spearman's correlation coefficients between microarray replicates. 

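Spearman's correlation across the 16623 transcripts was computed between the deposited signals of each pair of replicates. Between wild-type PGC replicates it was 0.945 to 0.955 at 1-to-3 hours, 0.970 to 0.977 at 3-to-5 hours and 0.868 to 0.974 at 5-to-7 hours, and between somatic replicates it was 0.981 to 0.991. Between smaug-mutant replicates it was 0.945 to 0.957, 0.963 to 0.965 and 0.942 to 0.972 at the 3 time points. The lowest values, all in wild-type PGCs at 5-to-7 hours, are those between replicates 1 or 2 and replicates 3 or 4, and the correlation between replicates 3 and 4 was 0.913. Replicates 3 and 4 of that group had a correlation with the mean of somatic cells of 0.896 and 0.913 and with that of 3-to-5 hour PGCs of 0.855 and 0.878, whereas in replicates 1 and 2 these were 0.876 and 0.889 and 0.953 and 0.962. Rank correlations reflect the order of transcripts only. After the authors' quantile normalization, the median log2 signal of an array still ran from 7.62 to 8.02.

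**Figure D4:**
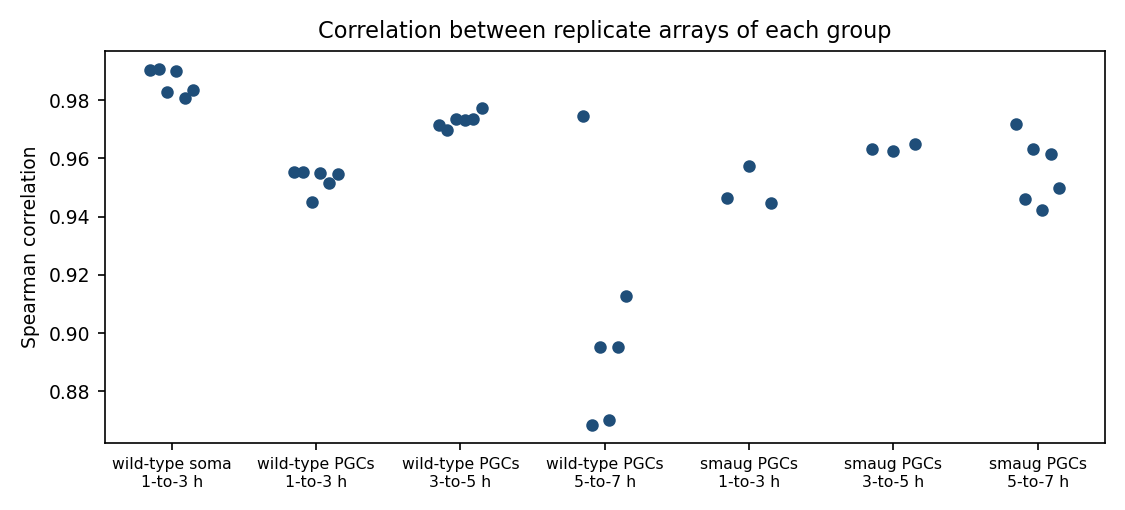
Spearman's correlation across 16623 transcripts between replicates of the same group, with 1 point for each pair of replicates. The points of wild-type PGCs at 5-to-7 hours spread from 0.868 to 0.974, and those of the other groups lie at or above 0.942.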

Click here for file

Additional file 3 **All proteins detected by mass spectrometry**. The listed proteins had unique peptide number larger than 2, in either 1-to-3 hour GFP-positive or GFP-negative cells. GFP, green fluorescent protein. Click here for file

Additional file 4 **Supplementary text**. Click here for file

Additional file 5 **Supplementary methods**. Click here for file

Additional file 6 **PGC and somatic cell-enriched and -specific proteins**. **(a) **Proteins that are specific to (fold change ≥5) and enriched in (5 ≥ fold change ≥ 2) 1-to-3 hour somatic cells relative to 1-to-3 hour PGCs. **(b) **Proteins that are specific (fold change ≥5) and enriched (5 ≥ fold change ≥ 2) in 1-to-3 hour PGCs relative to 1-to-3 hour somatic cells. The lists were determined by comparing MuDPIT data for 1-to-3 hour GFP-positive and GFP-negative cells, using spectral counts as the measure of protein level. Asterisks indicate that the denominators of the fold change were zero. GFP, green fluorescent protein; MuDPIT, multidimensional protein identification technology; PGC, primordial germ cell. Click here for file

Additional file 7 **The somatic cell proteome**. A GeneMANIA-generated network seeded with the proteins specific to somatic cells at 1-to-3 hours and linked to the most relevant 20 proteins predicted by GeneMANIA. Soma-specific proteins according to our MuDPIT analysis are labeled in gray. In each case the 20 most relevant predicted proteins are labeled in white (if they were not detected by our MuDPIT analysis) or in orange (if they were detected by our MuDPIT analysis). The predictions of GeneMANIA were based on co-expression, co-localization, physical interaction and predicted interactions [90]. All the detected proteins had a unique peptide number larger than two in the results from mass spectrometry. MuDPIT, multidimensional protein identification technology. Click here for file

Additional file 8 **Gene Ontology (GO) term enrichment analysis of proteins enriched in PGCs or soma (listed in **Additional file 6**)**. **(a) **GO term results for the 1-to-3 hour PGC-specific proteins. **(b) **GO term results for the 1-to-3 hour PGC-enriched transcripts. **(c) **GO term results for the 1-to-3 hour soma-specific proteins. **(d) **GO term results for the 1-to-3 hour soma-enriched proteins. The proteins expressed in 1-to-3 hour somatic cells and PGCs served as the background sets. Terms with FDR < 10% were considered to be significant and are listed in the table. Click here for file

Additional file 9 **Transcripts expressed in PGCs or soma**. **(a) **Transcripts that are significantly expressed in PGCs at the 1-to-3 hour time point. The list was determined using the expression profiles of 1-to-3 hour PGCs. **(b) **Transcripts that are significantly expressed in PGCs at the 3-to-5 hour time point. The list was determined using the expression profiles of 3-to-5 hour PGCs. **(c) **Transcripts that are significantly expressed in PGCs at the 5-to-7 hour time point. The list was determined using the expression profiles of 5-to-7 hour PGCs. **(d) **Transcripts that are significantly expressed in the somatic cells at the 1-to-3 hour time point. The list was determined using the expression profiles of 1-to-3 hour GFP-negative cells. Click here for file

Additional file 10 **Transcripts enriched in PGCs or soma**. **(a) **Transcripts that are enriched in PGCs at the 1-to-3 hour time point. **(b) **Transcripts that are enriched in somatic cells at the 1-to-3 hour time point. The lists in (a, b) were determined by comparing the expression profiles of GFP-positive and GFP-negative cells at the 1-to-3 hour time point. All the reported transcripts have a FDR < 5% and the corresponding fold-change larger than two. Click here for file

Additional file 11 **Gene Ontology (GO) term enrichment analysis of transcripts enriched in PGCs or soma (listed in **Additional file 10**)**. **(a) **GO term results for the 1-to-3 hour PGC-enriched transcripts. The transcripts expressed in 1-to-3 hour PGCs served as the background set when performing the analysis. **(b) **GO term results for the 1-to-3 hour somatic-cell-enriched transcripts. The transcripts expressed in 1-to-3 hour somatic cells served as the background set. Terms with a FDR < 10% were considered to be the significant and are listed in the table. Click here for file

Additional file 12 **Comparison of the PGC proteome and transcriptome**. The log_2 _ratios of the geometric mean of the expression of PGC proteins (x-axis) and PGC mRNAs (y-axis) versus the soma. First, protein expression was normalized using the trimmed mean (see Materials and methods); second, the minimal expression level of the protein was added to avoid division by zero. Extra rules were applied to the lists shown in Additional files 6 and 10 (see Materials and methods). PGC, primordial germ cell. Click here for file

Additional file 13 **Heat maps showing the kinetics of the transcriptome during the maternal-to-zygotic transition in PGCs**. **(a) **Expression profile of PGC transcripts that decreased in level at the 3-to-5 hour time point relative to the 1-to-3 hour time point. **(b) **As in (a) but showing PGC transcripts that decreased in level at 5-to-7 hours relative to the 3-to-5 hour time point. **(c) **The expression profile of the PGC transcripts that increased in level at the 3-to-5 hour time point. **(d) **As in (c) but showing the PGC transcripts that increased at the 5-to-7 hour time point. PGC, primordial germ cell. Click here for file

Additional file 14 **Transcripts degraded during the PGC MZT**. **(a) **Transcripts that decreased in level at the 3-to-5 hour time point. The list was determined by comparing the expression profiles in PGCs at the 3-to-5 hour and 1-to-3 hour time points. **(b) **Transcripts that decreased in level at the 5-to-7 hour time point. The list was determined by comparing the expression profiles in PGCs at the 5-to-7 hour and 3-to-5 hour time points. All the reported transcripts have a FDR < 5% and the corresponding fold change larger than two. Click here for file

Additional file 15 **Transcripts in classes I to IX**. Detailed description of the nine classes is in the legend to Figure 4. The lists were obtained by overlapping the decay lists (Additional file 14), transcription lists (Additional file 19) and stable transcript lists (FDR > 30% and fold change < 1.2; Additional file 16) at the 3-to-5 hour and 5-to-7 hour time points. All transcripts probed by the array served as the background set. Terms with a FDR < 10% were considered to be the significant and are highlighted in yellow. Click here for file

Additional file 16 **Transcripts whose expression level remained constant in PGCs**. **(a) **Transcripts that are stable between the 1-to-3 and 3-to-5 hour time points. The list was determined by comparing the expression profiles in PGCs at 3-to-5 hour and 1-to-3 hour time points. **(b) **Transcripts that are stable between the 3-to-5 and 5-to-7 hour time points. The list was determined by comparing the expression profiles in PGCs at 5-to-7 hour and 3-to-5 hour time points. All the reported transcripts have a FDR > 30% and the corresponding fold change > 0.83 but < 1.2. Click here for file

Additional file 17 **GO term enrichment analysis of transcripts degraded during the PGC MZT (listed in **Additional file 14**)**. **(a) **GO term results for the transcripts that decrease in level at the 3-to-5 hour time point. The transcripts expressed in 1-to-3 hour PGCs served as the background set. **(b) **GO term results for the transcripts that decrease in level at the 5-to-7 hour time point. The transcripts expressed in 1-to-3 hour PGCs served as the background set. Terms with a FDR < 10% were considered to be the significant GO terms and are listed in the table. Click here for file

Additional file 18 **GO term enrichment analysis of transcripts in classes I to IX**. Transcripts are listed in Additional file 15. The transcripts expressed in 1-to-3 hour PGCs served as the background set for classes I, II, IV and V. All transcripts probed by the array served as the background set for classes III, VI, VII, VIII and IX. Click here for file

Additional file 19 **Transcripts that are zygotically transcribed in PGCs**. **(a) **Transcripts that increase in level at the 3-to-5 hour time point. The list was determined by comparing the expression profiles in PGCs at the 3-to-5 and 1-to-3 hour time points. **(b) **Transcripts that increase in level at the 5-to-7 hour time point. The list was determined by comparing the expression profiles in PGCs at the 5-to-7 and 3-to-5 hour time points. All the reported transcripts have a FDR < 5% and the corresponding fold change larger than two. Click here for file

Additional file 20 **GO term enrichment analysis of transcripts that are zygotically transcribed in PGCs (listed in **Additional file 19**)**. **(a) **GO term results for the transcripts that increased in level at the 3-to-5 hour time point. All transcripts probed by the array served as the background set. **(b) **GO term results for the transcripts that increased in level at the 5-to-7 hour time point. All transcripts probed by the array served as the background set. Terms with a FDR < 10% were considered to be the significant and are listed in the table. Click here for file

Additional file 21 **Transcripts that are degraded in PGCs in a Smaug-dependent manner**. **(a) **Transcripts that are Smaug dependent for decay in PGCs at 3-to-5 hour time point. The list was determined by comparing the expression profiles of the degraded transcripts (listed in Additional file 14) at the 3-to-5 hour time point (normalized to the expression level at the 1-to-3 hour time point), between wild-type and *smaug*-mutant PGCs. **(b) **Transcripts that are Smaug-dependent for decay in PGCs at the 5-to-7 hour time point. The list was determined by comparing the expression profiles of the degraded transcripts (listed in Additional file 14) at the 5-to-7 hour time point (normalized to the expression level at the 3-to-5 hour time point), between wild-type and *smaug*-mutant PGCs. All the reported transcripts have a FDR < 5% and the corresponding fold change larger than two. Click here for file

Additional file 22 **Smaug-dependent RNA decay in PGCs verified by *in situ *hybridization**. Four transcripts identified in the gene expression profiling experiment as Smaug-dependent for decay at 3-to-5 hours of embryogenesis were analyzed by fluorescence *in situ *hybridization in wild type and *smaug *mutants. **(a) ***spire*, **(b) ***orb*, **(c) ***mnt*, **(d) ***arrest*. 

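On the arrays, the difference between the mutant and the wild-type change at 3-to-5 hours was 1.62 for spir (FBgn0003475; standard error 0.25, adjusted p = 0.0031 from limma) and 1.67 for orb (FBgn0004882; standard error 0.23, adjusted p = 0.0019 from limma). The signal of spir fell from 13.16 ± 0.27 (SD, n = 4) to 11.69 ± 0.15 (SD, n = 4) in wild type and was 12.89 ± 0.05 (SD, n = 3) and 13.04 ± 0.27 (SD, n = 3) in the mutant. That of orb in the mutant was 13.96 ± 0.04 (SD, n = 3) and then 13.49 ± 0.11 (SD, n = 3). For Mnt (FBgn0023215) the difference was 2.19 (standard error 0.48, adjusted p = 0.0146 from limma). Its wild-type signal barely changed, at 14.42 ± 0.06 (SD, n = 4) and 14.25 ± 0.03 (SD, n = 4), and the mutant signal rose from 11.78 ± 1.05 (SD, n = 3) to 13.80 ± 0.14 (SD, n = 3), staying below the wild-type level at both time points. The brightest transcripts of Mnt and aret were not among those that decreased more than 2-fold in wild type. All 7 groups in 1 fit gave adjusted p values of 0.216 for spir, 0.121 for orb and 0.137 for Mnt from limma, each past 0.05.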

Transcripts are shown in red and nuclei (DAPI) in blue. Left panels: 2-hour-old embryos. In all cases, transcripts are present at high levels in PGCs of wild type and *smaug *mutants. Right panels: 3-to-5 hour old embryos in which transcript levels have decreased in wild type but persist at high levels in *smaug *mutants. (Note: for *spire*, the wild-type embryo is less than 3 hours old, by which time transcripts have already disappeared.) Since *smaug *mutant embryos either do not undergo germ-band extension or undergo pseudo-extension, the PGCs remain at the posterior pole or move slightly dorso-anteriorly. DAPI, 4',6-diamidino-2-phenylindole; PGC, primordial germ cell. Click here for file

Additional file 23 **GO term enrichment analysis of transcripts that are degraded in PGCs in a Smaug-dependent manner (listed in **Additional file 21**)**. **(a) **GO term results for the transcripts that are Smaug-dependent for decay in PGCs at the 3-to-5 hour time point. The transcripts that are degraded in wild-type PGCs at the 3-to-5 hour were used as the background set. **(b) **GO term results for the transcripts that are Smaug-dependent for decay in PGCs at the 5-to-7 hour time point. The transcripts that are degraded in wild-type PGCs at 5-to-7 hour were used as the background set. **(c) **GO term results for the transcripts that are Smaug-dependent for decay in PGCs at the 3-to-5 hour time point. The transcripts that expressed in wild-type 1-to-3 hour PGCs were used as the background set. **(d) **GO term results for the transcripts that are Smaug-dependent for decay in PGCs at the 5-to-7 hour time point. The transcripts that were expressed in wild-type 1-to-3 hour PGCs were used as the background set. The terms with FDR < 10% were considered to be significant and are listed in the table. Click here for file

Additional file 24 **Transcripts that are transcribed in PGCs in a Smaug-dependent manner**. **(a) **Transcripts that are Smaug-dependent for transcription in PGCs at the 3-to-5 hour time point. The list was determined by comparing the expression profiles of the transcripts that increased in level (listed in Additional file 19) at the 3-to-5 hour time point (normalized to the expression level at the 1-to-3 hour time point), between wild-type and *smaug*-mutant PGCs. **(b) **Transcripts that are Smaug-dependent for transcription in PGCs at the 5-to-7 hour time point. The list was determined by comparing the expression profiles of the transcripts that increased in level (listed in Additional file 19) at the 5-to-7 hour time point (normalized to the expression level at the 3-to-5 hour time point), between wild-type and *smaug*-mutant PGCs. All the reported transcripts have a FDR < 5% and the corresponding fold change larger than two. Click here for file

Additional file 25 **GO term enrichment analysis of transcripts that are transcribed in PGCs in a Smaug-dependent manner (listed in **Additional file 24**)**. **(a) **GO term results for the transcripts that are Smaug-dependent for transcription in PGCs at the 3-to-5 hour time point. The transcripts that are transcribed at the 3-to-5 hour in wild-type PGCs were used as the background set. **(b) **GO term results for the transcripts that are Smaug-dependent for transcription in PGCs at the 5-to-7 hour time point. The transcripts that are transcribed at 5-to-7 hours in wild-type PGCs were used as the background set. **(c) **GO term results for the transcripts that are Smaug-dependent for transcription in PGCs at the 3-to-5 hour time point. All transcripts probed by the array were used as the background set. **(d) **GO term results for the transcripts that are Smaug-dependent for transcription in PGCs at the 5-to-7 hour time point. All transcripts probed by the array were used as the background set. GO terms with a FDR < 10% were considered to be significant and are listed in the table. Click here for file

Additional file 26 **microRNA target site enrichment in the different classes of PGC transcripts**. Targets of *miR *families and *miR *clusters were determined using Targetscan and PicTar, respectively. The listed *P*-values are uncorrected hypergeometric *P*-values, with a FDR < 10% after multiple test correction. Click here for file

Additional file 27 **Summary of the datasets derived from the microarray analyses**. This table summarizes all the datasets used in this study. Click here for file

# Supplementary material for: Genome-wide analysis of the maternal-to-zygotic transition in Drosophila primordial germ cells
**Source:** Genome Biol. 2012 Feb 20;13(2):R11. doi: 10.1186/gb-2012-13-2-r11
**Supplement:** Additional file 4 — Supplementary text.

## SUPPLEMENTAL TEXT

**Section 1:** The remaining 177 proteins may represent proteins that are present at high levels in whole 1.0-to-3.0 hour embryos (our sample) but not in 0-to-1.5 hour embryos (Gouw et al.'s sample) [27]; that is, proteins present at substantially higher levels at 1.5-to-3.0 than at 0-to-1.5 hours (although we cannot exclude the possibility that these derive from methodological or data analytical differences between the two studies).

The verified PGC-enriched/specific proteins are largely involved in the assembly of and posttranscriptional control in, the germ plasm (Piwi, Oskar, Vasa, Aubergine) while the unverified PGC-enriched proteins include known or predicted RNA-binding proteins or translation factors (Bancal, Zn72D and eIF-5A); a protein phosphatase (Pp1-87B); components of the DNA replication complex (Mcm7 and Rfc3); proteasome subunits (Pros-beta3 and Pros-alpha7); a chromatin-regulator (Su(var)205); and numerous ribosomal proteins (Figure 3).

**Section 2:** We suspect that the somewhat higher true-positive rate seen for BDGP relative to Fly-FISH is a consequence of the fact that the BDGP methods enzymatically amplified the RNA *in situ* hybridization signal, emphasizing any difference between PGCs and soma; thus, while the Fly-FISH database provides subcellular resolution, the BDGP database may be most useful in identifying enrichment in particular cell types.

Among the most PGC-enriched transcripts (i.e., the top 250; see Additional File 10) are those that encode known components of the germ plasm (Polar granule component, Trailer hitch, Germ cell-less, Pumilio, Nanos, Me31B, Tudor-SN), proteins that regulate cell survival and migration (Zero population growth, Fear of intimacy), proteins that control germ line sex determination (Sans fille), chromatin components (Heterogeneous

nuclear RNP at 87D, Su(var)205, Histone demethylase, Mod(mdg4), Heterogeneous nuclear RNP at 98DE, Heterogeneous nuclear RNP at 27C, His2A, His2B), translation factors (eF1beta, eF1alpha, eF1gamma, eIF-5, eEF1delta, eRF1, eIF-4A, eIF-2Balpha, eIF-1A, Paip2) as well as other well-studied PGC-localized transcripts (CyclinB, Hsp83).

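Of the genes named in this list with a named transcript, 27 were compared between 1-to-3 hour PGCs and somatic cells. The transcripts enriched more than 2-fold in PGCs were those of nos, zpg, pgc, gcl, pum, CycB, Hsp83 and foi. The log2 difference was 3.88 for zpg (FBgn0024177), 3.65 for pgc (FBgn0016053), 3.51 for gcl (FBgn0005695), 2.88 for pum (FBgn0003165), 2.48 for CycB (FBgn0000405) and 2.18 for Hsp83 (FBgn0001233), each more than 10 times its standard error. That of foi (FBgn0024236) was 1.07 (standard error 0.14, adjusted p = 0.000176 from limma), close to 2-fold, and its call was lost without PGC replicate 2. The other 19 genes differed by less than 2-fold, with log2 differences between -0.54 for Su(var)205 (adjusted p = 0.0073 from limma) and 0.70 for eIF2B-alpha (adjusted p = 0.0022 from limma). Signals of these 19 transcripts were high in both populations, from 14.10 to 15.83 on the log2 scale, near the top of the arrays' range of about 16, where a difference can be compressed. Another transcript of mod(mdg4) (FBtr0084072) was higher in PGCs by 1.23 (adjusted p = 0.000265 from limma).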

The top enriched GO terms for somatic-cell-enriched mRNAs were: ‘developmental protein’, ‘cell fate commitment/determination’, ‘embryonic morphogenesis’, ‘transcription factor activity’, ‘extracellular region’ and ‘plasma membrane’ (Additional File 11).

The top-enriched GO terms when the PGC-enriched transcripts were compared to all transcripts in PGCs were: ‘metabolism’, ‘glycolysis’, ‘mitochondria’, ‘meiotic cell cycle’ and ‘pole plasm’ (Additional File 11).

**Section 3:** Transcripts that were destabilized at 3-to-5 hours included those encoding well-known germ plasm components and/or posttranscriptional regulators (Cappuccino, Exuperantia, Spire, Swallow, Orb, Germ cell-less, Matrimony, Tra2, Pop2, Arrest/Bruno, BicC, Egalitarian, Smaug, Oskar), cell cycle regulators (CyclinA, CyclinB, String, CDK4, Twine, Orc4, CyclinD) and proteins that function in signal transduction, cell death and tumorigenesis (Stem cell tumor, Atg7, InR, Wunen, Ced6, Brca2, Sarah, Dredd, SpnF, Fs(1)N, Corp, Methuselah, Debcl). Transcripts destabilized at 5-to-7 hours included ones that encode proteins that function in germ plasm/posttranscriptional control (Faf, Zfh1, BicD, Spire, mRNA-cap, Orb, Exu, Arrest), cell death (Drak, Nc), chromatin regulation (Hmt4-20, Kdm4B, Mcm10), the cell cycle (Twine), and stem cell fate (Bam, SNCF, Ovo).

Transcripts that decreased at the 3-to-5 hour time point exhibited three patterns of expression (Figure 4, Additional File 15): they continued to decrease at the 5-to-7 hour time point (Class I: 99, including ones encoding germ plasm components and posttranscriptional regulators such as Orb, Gcl, and BicC); they decreased but then remained at constant levels at the 3-to-5 and the 5-to-7 hour time points (Class II: 149, including ones encoding Egalitarian, Stem cell tumor, and Brca2 homolog); or they increased in level at the 5-to-7 hour time point (Class III: 28). 

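At 5-to-7 relative to 3-to-5 hours, the transcript of BicC (FBgn0000182) changed by -2.69 on the log2 scale (standard error 0.57, adjusted p = 0.0488 from limma), after a change of -1.87 at 3-to-5 hours. The later call of BicC was lost under the replicate block and without any 1 of the 3-to-5 hour replicates. For gcl the later change was -1.16 (standard error 0.29, adjusted p = 0.0662 from limma) and for orb it was -1.07 (standard error 0.58, adjusted p = 0.2997 from limma), neither past the threshold. Most of the spread lay between pairs of 5-to-7 hour replicates. The mean signal in replicates 1 and 2 was 11.98 for gcl and 11.46 for orb, and in replicates 3 and 4, in which soma-enriched transcripts were raised, it was 11.13 and 9.28. SAM called gcl as decreased at 5-to-7 hours and did not call orb, and both were called by limma with all 7 groups in 1 fit or with replicates 3 and 4 alone. The transcripts of egl (FBgn0000562), stet (FBgn0020248) and Brca2 changed by -1.94, -2.64 and -1.46 at 3-to-5 hours, and by 0.10 (standard error 0.23), -0.23 (standard error 0.57) and -0.14 (standard error 0.28) at 5-to-7 hours. The standard error of stet leaves a later change of 2-fold within its error.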

Class III presumably represents maternal mRNAs that are also transcribed zygotically although we cannot exclude the possibility that subsets of the Class-I and -II transcripts are also transcribed zygotically but that their steady-state level did not increase because of ongoing decay.

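Between 1-to-3 and 3-to-5 hours, the transcripts of cad (FBgn0000251), mei-9 (FBgn0002707), zfh1 (FBgn0004606) and nullo (FBgn0004143) changed by -0.01, 0.01, -0.02 and -0.01 on the log2 scale, with standard errors of 0.14 to 0.29. At 5-to-7 hours mei-9 changed by -1.23 (standard error 0.23, adjusted p = 0.0382 from limma) and zfh1 by -1.50 (standard error 0.32, adjusted p = 0.0493 from limma). The change of cad was -1.29 (standard error 0.30, adjusted p = 0.058 from limma) and that of nullo -3.56 (standard error 1.08, adjusted p = 0.1028 from limma), with a nullo signal of 9.33 in replicates 1 and 2 and 5.26 in replicates 3 and 4. The call of zfh1 was lost with median centring (adjusted p = 0.0504 from limma) and with a second quantile normalization (adjusted p = 0.0522 from limma). SAM called cad, mei-9, zfh1 and nullo as decreased at 5-to-7 hours. The transcript of MED1 (FBgn0037109) rose to 13.56 ± 0.23 (SD, n = 4) at 3-to-5 hours and fell to 11.68 ± 0.27 (SD, n = 4) at 5-to-7 hours, a change of -1.88 (standard error 0.21, adjusted p = 0.0202 from limma). Fmr1 (FBgn0028734) rose by 1.25 and Cdk5alpha (FBgn0027491) by 1.24 and then changed by -2.03 (standard error 0.63, adjusted p = 0.1088 from limma) and -1.73 (standard error 0.66, adjusted p = 0.1647 from limma). In replicates 1 and 2 at 5-to-7 hours their mean signals were 10.04 and 10.25, and in replicates 3 and 4, with soma-enriched transcripts raised, 8.30 and 7.73. The brightest Eph transcript (FBtr0089085) changed by -0.20 and then by -0.92 (adjusted p = 0.069 from limma), whereas FBtr0089082 rose by 1.38 at 3-to-5 hours (adjusted p = 0.000972 from limma). Placing all 7 groups in 1 fit or using replicates 3 and 4 alone brought cad, nullo, Fmr1 and Cdk5alpha past the threshold at 5-to-7 hours, and the former removed the 3-to-5 hour calls of Fmr1 and Cdk5alpha. The 3-to-5 hour call of Fmr1 was also lost under the replicate block (adjusted p = 0.0936 from limma) and without any 1 of 6 of the 8 arrays (adjusted p of 0.0635 to 0.0771 from limma). The calls of mei-9, zfh1 and MED1 at 5-to-7 hours were lost under the block and without any 1 of the 3-to-5 hour replicates.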

Transcripts that decreased only at the 5-to-7 hour time point fell into two classes: those whose levels were constant at the first two time points but then decreased at the third (Class IV: 45, including ones encoding Caudal, Mei-9, Zfh1 and Nullo); and those that increased in level between the first two time points but then decreased at 5-to-7 hours (Class VII: 36, including ones encoding Mediator complex subunit 1, FMR1, CDK5alpha, and Eph receptor). Class VII is likely to represent zygotically transcribed mRNAs that are destabilized at the third time point and thus exhibit transient expression in PGCs. 

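Of 12 genes with a named transcript in this category, 11 changed by no more than 0.16 on the log2 scale at 3-to-5 hours, with adjusted p values of 0.66 to 0.99 from limma. They are brat, Orc6, htt, Bruce, stau, RnpS1, CycC, CycJ, sgg, sktl and hts. At 5-to-7 hours, 10 of these changed by -0.16 to 0.08. The exception was CycJ (FBgn0010317), with a decrease of just under 2-fold (standard error 0.81 on the log2 scale, adjusted p = 0.4901 from limma) and a mean signal of 12.32 in replicates 1 and 2 and 9.13 in replicates 3 and 4. The transcript of twin (FBgn0011725) changed by -0.60 at 3-to-5 hours (standard error 0.21, adjusted p = 0.0625 from limma), outside the limits for a stable transcript. Standard errors at 5-to-7 hours were 0.18 to 0.35 for the 10 genes, and a change of less than 2-fold would not have been called.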

A final category was transcripts present at constant levels at all three time-points (Class V: 162, including Brat, Orc6, Huntingtin, Bruce, Stauf, RnpS1, CyclinC, CyclinJ, Twin/CCR4, Shaggy, Skittles and Hts) (Additional File 15).

GO terms enriched in transcripts destabilized at 3-to-5 hour included ‘intrinsic/integral to membrane’, ‘EGF-like domain’, ‘Ras/Ras GTPase’, ‘N-linked glycosylation’, ‘pole plasm RNA localization’, ‘pole plasm assembly’, ‘embryonic axis

specification' and 'alternative splicing' (Additional File 17); for those destabilized at 5-to-7 hour, 'intrinsic/integral to membrane', 'dephosphorylation', 'lipid catabolism' and 'splicing variant' (Additional File 17).

Significantly enriched GO terms (Additional File 18) for Class I transcripts were 'intrinsic/integral to membrane' and 'N-linked glycosylation'; for Class II were 'lipid metabolism', 'biotin/lipoyl attachment', 'FAD binding' and 'ATP-grasp fold'; for Class III were 'purine (ribo)nucleotide biosynthesis', 'nitrogen compound biosynthesis', 'ATPase activity coupled to transmembrane transport'. Classes IV and VII did not meet the 10% FDR cutoff: Class IV's best term was 'mitochondrial substrate carrier' at 14% FDR; and Class VII's were 'phosphoprotein' and 'phosphorylation' (14%). Likewise, there were no significantly enriched GO terms for Class V (the best FDR was >20%).

**Section 4:** Among the transcripts that increased at 3-to-5 hours were many encoding ribosomal proteins (both cytoplasmic and mitochondrial), signaling molecules (Plutonium, Basket, Slik), germ-plasm components and posttranscriptional regulators (Gustavus, POP2). Those that increased at 5-to-7 hours included mRNAs encoding the posttranscriptional regulators (Glorund, Penguin).

The transcripts that increased at 3-to-5 hours were enriched for GO terms related to 'structural constituent of ribosome', 'translation', 'structural constituent of mitochondrial ribosome', 'mitochondrial membrane part', 'mitochondrial electron transport', and 'transcription' (Additional File 20). At the 5-to-7 hour time point enrichment for the GO terms related to ribosomes, translation and transcription (but not mitochondria) were maintained while 'Casein kinase II' and 'mitotic spindle organization' became significant (Additional File 20).

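In wild-type PGCs at 3-to-5 relative to 1-to-3 hours, the transcripts of RpII18 (FBgn0003275) and Rpb11 (FBgn0032634) increased by 1.86 (standard error 0.17, adjusted p = 0.000165 from limma) and 1.40 (standard error 0.18, adjusted p = 0.000815 from limma) on the log2 scale. The increase was 1.39 for Taf10 (FBgn0028398), 1.32 for Taf13 (FBgn0032847) and 1.28 for Gas41 (FBgn0031873), with standard errors of 0.17 to 0.19. Of the Mediator subunits, MED1 (FBgn0037109) increased by 1.16 (standard error 0.19), MED10 (FBgn0036581) by 1.09 and MED7 (FBgn0051390) by 1.01, all past the adjusted threshold of limma and close to 2-fold. With each array centred on its median log2 signal, which shifts all changes of this step by -0.12, MED7 increased by 0.89 and MED10 by 0.97, below 2-fold. MED7 also fell below 2-fold without replicate 3 or 4 of either time point.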

The newly synthesized mRNAs that fell under the ‘transcription’ GO term included mRNAs encoding subunits of Pol II itself (18kD subunit, Rpb11), two TBP-associated factors (13 and 10), three subunits of the Mediator complex (1, 7, 10) and other factors that associate with Mediator and chromatin remodeling complexes (Gas41/MLLT1/ANC1). 

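The transcript of Rpb10 (FBgn0039218) had a log2 signal of 12.19 ± 0.32 (SD, n = 4) at 1-to-3 hours and 13.27 ± 0.16 (SD, n = 4) at 3-to-5 hours in wild-type PGCs, an increase of 1.08 (standard error 0.18, adjusted p = 0.0029 from limma). It fell below 2-fold with median centring, at 0.96, and when replicate 3 at 1-to-3 hours was left out. Transcripts of Rpb12 have no name in the tables used and were not analysed here.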

Two of the transcripts encode subunits of RNA Polymerase I (RPB10, RPB12), which transcribes rRNAs.

Zygotic transcripts could be subdivided into several categories (Figure 4): Classes III and VII have already been discussed above (28 and 36 mRNAs, respectively); Class IX transcript levels increased at both time-points (10 mRNAs); Class VIII transcript levels increased at 3-to-5 hours and then remained constant (82 mRNAs); Class VI transcript levels were constant between the first two time-points and then increased at 5-to-7 hours (18 mRNAs).

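The supplement divides transcripts by their change at the 2 steps, so that each class is an overlap of a list from the earlier step with one from the later. A transcript that increased at 3-to-5 hours enters one of these classes only if its later change is either past the 2-fold limit or within the narrow range taken as stable, and the remainder of the increased transcripts is in no class. Of the 886 transcripts that limma called as increased at 3-to-5 hours, 189 were stable, 17 decreased and 12 increased at the later step. With 1 of the wild-type replicates of 5-to-7 hours left out in turn, the number that increased at both steps ranged from 0 to 22 and the number that increased and were then stable from 155 to 219.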

GO terms (Additional File 18) enriched in Classes III and VII have been discussed above. Class VI showed no significant GO terms (terms related to ribosomes were top, at 27% FDR). Class IX showed significant enrichment for ‘Casein kinase II’ and ‘spermatogenesis/male gamete generation’; Class VIII for ‘transcription from RNA polymerase II promoter’, ‘spliceosome’, ‘RNA biosynthetic process’, ‘large ribosomal subunit’ and ‘membrane enclosed organelle lumen’.

**Section 5:** Smaug-dependent transcripts at 3-to-5 hours included those encoding germ-plasm components and posttranscriptional regulators (Arrest/Bruno, Exuperantia, Orb, Spire, BicC, and Smaug itself) as well as molecules related to cell signaling, cell death and stem cell fate (Fs(1)Nasrat, Cappuccino, Ced6, Otu, Cdc42, Numb, Bbx, Stet, Mnt,

InR, CKIIBeta, CKIalpha). At 5-to-7 hour these included transcripts encoding Bam, SNCF, Hmt4-20, BicC, and Gcl.

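With mutant replicates 2, 3 and 4, which the paper's values use, the difference between the mutant and the wild-type change at 5-to-7 hours was 2.46 for SNCF (FBgn0036349; standard error 0.54, adjusted p = 0.0456 from limma) and 1.36 for Hmt4-20 (FBgn0025639; standard error 0.33, adjusted p = 0.0598 from limma). With all 4 mutant replicates it was 2.27 (adjusted p = 0.0372 from limma) and 1.37 (adjusted p = 0.0311 from limma). For BicC (FBgn0000182) it was 2.04 (standard error 0.74, adjusted p = 0.1757 from limma) with the paper's samples and 1.96 (adjusted p = 0.1369 from limma) with all, and for gcl (FBgn0005695) 1.05 (standard error 0.36, adjusted p = 0.1587 from limma) and 0.98 (adjusted p = 0.1299 from limma). With all 4 mutant replicates, the calls of SNCF and Hmt4-20 were lost under the replicate block and without any 1 of the wild-type 3-to-5 hour replicates. SAM called SNCF, Hmt4-20 and BicC with either set of samples and gcl with the paper's samples only. With wild-type replicates 3 and 4 alone at 5-to-7 hours, whose soma-enriched transcripts were raised, BicC and gcl differed past the threshold, at 3.02 and 1.41. The mutant signal of SNCF was 9.66 ± 0.75 (SD, n = 3) at 3-to-5 hours, below the wild-type signal of 12.02 ± 0.36 (SD, n = 4), and 9.84 ± 0.44 (SD, n = 4) at 5-to-7 hours.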

GO term analysis (Additional File 23) indicated that transcripts dependent on Smaug for degradation at the 3-to-5 hour time-point, when compared to all RNAs in 1-to-3 hour PGCs, were enriched for ‘alternative splicing’, ‘pole-plasm RNA localization’, ‘stem cell division’, ‘integral/intrinsic membrane protein’, ‘EGF’, ‘sterile alpha motif SAM’, and ‘specific RNA polymerase II transcription factor activity’. When compared to all RNAs that are degraded between the first two time-points, enrichment was found for ‘alternative splicing’, ‘developmental protein’ and ‘cell surface receptor-linked signal transduction’. For Smaug-dependent transcripts at the 5-to-7 hour time-point (compared to all RNAs that are degraded at this time-point) only a single GO term was significant, ‘electron carrier activity’. GO term analyses on the individual subclasses of Smaug-dependent unstable transcripts did not yield any significant terms, most likely because of the small sizes of the groups of affected transcripts.

The Smaug-dependent ‘pole-plasm RNA localization’ GO-term transcripts included ones encoding Cappuccino, Cap-n-collar, Orb, Fs(1)K10, Spire, Exuperantia, and Rac2; the ‘stem cell division’ transcripts ones encoding Kokopelli – a CDK regulator implicated in stem cell division in the male germline, Numb – a regulator of Notch signaling, InR – the insulin receptor ortholog in flies, Cyclin A, Thickveins – a TGFbeta receptor, Jaguar – a cytoskeleton-associated protein, Snail – a Zinc-finger transcription factor, and Arrest/Bruno – an RBP known to regulate germ plasm transcripts such as *oskar*; the ‘specific RNA polymerase II transcription factor activity’ transcripts encoding Lola – a Zinc-finger/BTB-containing transcription factor recently implicated in gonad assembly in

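The difference between the mutant and the wild-type change at 3-to-5 hours was 1.82 for sd (FBgn0003345; standard error 0.32, adjusted p = 0.0054 from limma). Its signal fell from 13.11 ± 0.26 (SD, n = 4) to 11.19 ± 0.24 (SD, n = 4) in wild type and was 12.48 ± 0.40 (SD, n = 3) and 12.38 ± 0.29 (SD, n = 3) in the mutant. For sna (FBgn0003448) the difference was 1.35 (standard error 0.49, adjusted p = 0.0975 from limma), and it passed the threshold without mutant replicate 2 at 3-to-5 hours. For the brightest transcript of ewg (FBgn0005427) it was 0.40 (standard error 0.22, adjusted p = 0.2728 from limma), and its mutant signal of 12.23 ± 0.21 (SD, n = 3) at 1-to-3 hours lay below the wild-type 14.17 ± 0.17 (SD, n = 4). SAM called sd and sna and did not call this ewg transcript. Transcripts of cnc have no name in the tables used and were not analysed here.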

the embryo; Trithorax-like – which encodes GAGA-factor and regulates chromatin, Tramtrack – a Zinc-finger/BTB transcriptional repressor that interacts with Trithorax-like and represses GAGA-mediated gene activation, Scalloped – a TEAD/TEF-family transcription factor that regulates genes involved in cell proliferation and growth, Erect wing – an NRF-related transcription factor, and Snail.

# Supplementary material for: Genome-wide analysis of the maternal-to-zygotic transition in Drosophila primordial germ cells
**Source:** Genome Biol. 2012 Feb 20;13(2):R11. doi: 10.1186/gb-2012-13-2-r11
**Supplement:** Additional file 5 — Supplementary methods.

## **SUPPLEMENTAL METHODS**

### **Fly stocks, maintenance and embryo collection:**

All stocks were maintained at 25°C. To collect embryos for pole cell isolation, flies were grown in cages made from 500 ml plastic beakers fitted with a 10 cm petri-dish agar plate (25% apple juice, 0.15% methyl paraben, 0.625% sucrose and 2% agar) on the open side of the beaker. To prevent over-crowding of flies in the cage, each cage was seeded with a monolayer of anesthetized flies covering the bottom of the beaker. One- to two-day old flies of the desired genotype were kept in fresh bottles supplemented with dry yeast for 2-3 days before transferring to the cages. To improve egg lay efficiency, approximately a 70% : 30% female : male ratio was maintained by removing excess males. Fresh room temperature plates with wet yeast paste were used for all embryo collections. The first 2-hour embryo collection plate was discarded to maximize embryos synchronized in development during subsequent collections. Embryos were collected for 2 hours and then aged for 1, 3, or 5 hours at 25°C (for 1-to-3, 3-to-5 and 5-to-7 hour collections, respectively).

### **Fluorescence-activated cell sorting (FACS) of PGCs:**

Cells were sorted using a BDFACS Aria (BD Biosciences) flow cytometer fitted with a 100 mm nozzle at 35 psi. Samples were sorted at 4°C and the sorted cells were collected into 1.5 ml of S2 medium at 4°C. Post-sort purity of GFP-positive cells was greater than 98% in the collected samples. The yield for VASA-GFP positive cells ranged from 25,000 to 110,000 cells/sort, starting from 8 cages of flies.

### **Mass spectrometry**

*Materials:* Ultrapure grade formic acid was obtained from SIGMA, Canada.

Ultrapure grade urea, ammonium carbonate, ammonium acetate, and calcium chloride, were from BioShop Canada Inc. HPLC grade solvents (methanol, acetonitrile and water) were obtained from Fisher Scientific, Canada. Recombinant, proteomics grade trypsin was from Promega, Madison, WI.

*Sample preparation:* The cells were incubated in hypotonic lysis buffer containing 10 mM HEPES, pH 7.4 for 30 minutes on ice. The suspension was briefly sonicated and 8 M urea, 100 mM Tris-HCl, pH 8.5 was added to reach a final urea concentration 1.5M, followed by incubation at 37°C for 1 h. Calcium chloride was added to a final concentration of 2 mM. Proteins were digested with a 1:40 ratio of proteomics grade trypsin at 37°C overnight. Protein digestion was stopped by addition of 50 µL 2.5 % TFA. For peptide concentration and removal of salts, samples were solid phase extracted using Varian OMIX cartridges (Mississauga, ON, Canada) according to the manufacturers instructions and stored at -80°C until further use.

*Mass spectrometric analysis:* A fully automated 5-cycle MudPIT was performed as described (Taylor et al., 2009). Briefly, a nano-HPLC (Proxeon Biosystems, Odense, Denmark) was interfaced with a LTQ-Orbitrap XL mass spectrometer (Thermo Fisher Scientific, San Jose, CA), which is equipped with a nano-electrospray source (Proxeon Biosystems, Odense, Denmark). An analytical column was made by pulling a 75 µm i.d. fused silica microcapillary (Innova-Quartz, Phoenix, AZ) column to a fine tip (allowing for electrospray formation) with a P2000 laser puller (Sutter Instruments, Novato, CA). The column was then packed with ~10 cm of 5 µm Magic C18 100Å reversed phase material (Michourom Bioresources Inc., Auburn, CA) with an in-house pressure vessel.

A Kasil fritted pre-column (150  $\mu\text{m}$  i.d.) was packed with  $\sim 4$  cm of 5  $\mu\text{m}$  Magic C18 100 $\text{\AA}$  reversed phase material (Michourom Bioresources Inc, Auburn, CA) followed by  $\sim 4$  cm of Luna $^{\text{®}}$  5 $\mu\text{m}$  SCX 100 $\text{\AA}$  strong cation exchange resin (Phenomenex, Torrance, CA) by means of an in-house pressure vessel. This vented-column set-up (Licklider et al., 2002) was placed in-line with the EasyLC system and connected via a microsplitter tee (Proxeon Biosystems, Odense, Denmark) to which a distal voltage of 2.2 kV was applied. 15  $\mu\text{l}$  of acidified sample was then automatically loaded from a 96-well microplate autosampler using the EASY-nLC system (Proxeon Biosystems, Odense, Denmark). The sample loading was followed by a 120 minutes HPLC gradient consisting of buffer A (water/0.1% formic acid) and buffer B (acetonitrile/0.1 % formic acid) at a flow of 400 nl/min, similar as recently reported (Taylor et al., 2009). After the sample loading step, consecutive “salt bumps” with 8  $\mu\text{l}$  of 100 mM, 200 mM, 300 mM, and 500 mM  $\text{NH}_4\text{Ac}$  were loaded, followed by the same HPLC gradient as above. The MS functions were controlled by the XCalibur data system (Thermo Fisher Scientific, San Jose, CA) and the chromatographic conditions by the Easy-LC software. Samples were analyzed on a LTQ-Orbitrap XL. The instrument method consisted of one MS full scan (400-1800  $m/z$ ) in the Orbitrap mass analyzer, an automatic gain control target (AGC target) of 500,000 with a maximum ion injection of 500 ms, 1 microscan and a resolution of 60,000 and using the preview scan option. Five data-dependent MS/MS scans were performed in the linear ion trap using the five most intense ions at 35 % normalized collision energy. The MS and MS/MS scans were obtained in parallel, with the ions selected for fragmentation (in the LTQ) from a preview scan and a more precise mass determination of a full MS scan (in the Orbitrap). AGC targets for the LTQ were 10,000 with a maximum ion

injection time of 100 ms. A minimum ion intensity of 1,000 was required to trigger a MS/MS spectrum. The dynamic exclusion was applied using a maximum exclusion list of 500 with one repeat count with a repeat duration of 30 seconds and exclusion duration of 45 seconds.

*Database searches and protein identification:* Raw data were converted to m/zXML using ReAdW and searched by Sequest Sorcerer<sup>TM</sup> (version 3.5) against a NCBI drosophila melanogaster protein sequence database (14331 sequences). The protein sequence database also contained common contaminants (human keratins and trypsin). The search was performed with a fragment ion mass tolerance of 0.4 Da, a parent ion mass tolerance of 50 ppm. Complete tryptic digest was assumed accepting a single missed cleavage site. Oxidation of methionine was specified as a variable modification. Validation of MS/MS-based peptide and protein identifications was performed using the Scaffold software (version Scaffold 2.1.1, Proteome Software Inc., Portland, OR). Peptide identifications were accepted if they could be established at greater than 95.0% probability as specified by the Peptide Prophet algorithm (Keller et al., 2002). Protein identifications were accepted if they could be established at greater than 99.0% probability and contained at least 1 identified peptides. Protein probabilities were assigned by the Protein Prophet algorithm (Keller et al., 2002). Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony.

How the deposited data were processed for this re-analysis (not part of the article)

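RNA from sorted PGCs and somatic cells was measured on custom NimbleGen arrays in 26 samples of 7 groups: wild-type PGCs at 1-to-3, 3-to-5 and 5-to-7 hours and wild-type somatic cells at 1-to-3 hours with 4 replicates each, and smaug-mutant PGCs with 3, 3 and 4 replicates at the 3 time points. The authors amplified the RNA with WT-Ovation Pico, labelled cDNA with Cy3 or Cy5, scanned the arrays on a GenePix scanner, quantified them in Nimblescan and normalized the intensities with the RMA quantile method in ArrayStar 3, so that the deposited intensity values are on a linear scale, 1 for each transcript. Each hybridization took 2 samples, and which 2 is not stated in the paper's text or the sample labels, so the sharing was not modelled. Elsewhere here, an array means the channel of 1 sample. Log2 was taken of each value. The mean log2 signal of an array was 8.18 to 8.25, values ran from about 3 to 16, and the array controls had a median of 4.00 to 4.81. Because the authors normalized the arrays by quantiles, a change in the total amount of RNA per cell cannot be seen. The median log2 signal of an array still ran from 7.62 to 8.02.

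Of 17130 features, the 16623 with a FlyBase transcript identifier were tested, and 371 with CG numbers, 116 with CR numbers and 20 controls and transgenes were not. The identifiers were paired with genes through the paper's Additional files 9, 10, 14, 16 and 19. Values printed there were matched with those computed from the deposited intensities, to 6 significant digits and within 1 unit of the last digit. All 1482 transcripts paired through 2 or more of these tables had the same gene each time. The copy of Additional file 9 used here held 1998 entries, of which 1942 matched 1 transcript and 56 matched several and were left out; with values of the wrong group, 36 matched 1 by chance. In all, 5395 transcripts of 4800 genes were named. Counts are of transcripts, since genes without a listed transcript have no name here. The planned counts with 1 transcript per gene were left out for that reason.

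Transcripts were taken as present by limma's moderated one-group test of the log2 signal minus the mean of its array, at a Benjamini-Hochberg adjusted p of 0.05. Groups were compared with limma (version 3.58.1 in R 4.3.3) on the samples of the compared groups, with an adjusted p of 0.05 and a fold change above 2. Decreased and PGC-enriched transcripts had to be present in 1-to-3 hour PGCs, soma-enriched transcripts in somatic cells, and increased transcripts at the later time point. Stable transcripts had an adjusted p above 0.3 and a fold change between 0.83 and 1.2. Lists of Smaug-dependent transcripts come from the interaction of genotype and time, with the paper's samples and with all samples at 5-to-7 hours. Ribosomal protein transcripts were tested as a set with camera (preset correlation 0.01) and fry, and mRNA and protein ratios were compared with Spearman's and Pearson's correlations and 100000 permutations. SAM, which the methods name, was written anew with a false discovery rate of 5%. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

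The genes named are every gene that the paper names at a sentence with a passage and that has a named transcript, and the 3 largest changes in each direction of each comparison whose replicates do not overlap. Each is represented by its transcript with the highest mean log2 signal. The alternatives were SAM, a present call from all replicates, all 7 groups in 1 fit, median centring, a second quantile normalization, the replicate number as a block, array weights, dim transcripts left out, treat, the later time point alone, adjustment over the wild-type list, parts of the wild-type 5-to-7 hour replicates, the change from 1-to-3 to 5-to-7 hours, other set tests and protein measures, and each array left out.

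The comparisons were tested on simulated data in which 200 of 16623 transcripts changed by 1.5 to 3 on the log2 scale with the measured spread. Limma recovered 95.0% of them for PGCs against somatic cells, 94.0% for 3-to-5 against 1-to-3 hours, 77.0% for 5-to-7 against 3-to-5 hours and 91.5% for mutant against wild type, with 8.65%, 7.39%, 11.0% and 10.7% of the calls false. For the difference of change between genotypes it recovered 87.0% at 3-to-5 hours and 68.5% at 5-to-7 hours, with 9.84% and 13.8% of calls false. SAM recovered 84.5%, 81.5%, 60.0% and 66.0% in the 2-group comparisons. In the genotype comparisons SAM recovered 99.5% and 84.5%, and 75.4% and 60.0% of its calls were false. Camera called 20 of 20 shifted sets and 0 of 20 unshifted sets. The simulated transcripts were drawn independently, so these counts do not cover a set whose transcripts vary together between arrays. Predicted binding sites were not analysed here, since no transcript sequences were used, nor were the in situ hybridization lists.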

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

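The tests on GFP RNA and on transcripts of its level, on the paper's lists by pair of replicates, on smaug-mutant replicate 3 at 5-to-7 hours, on the level of ribosomal protein transcripts in the mutant and on somatic cells among the wild-type PGCs at 1-to-3 hours were chosen after the results were seen. The GFP comparisons and the difference of change for ribosomal protein transcripts were also added then. The readings of the dye test, of the delayed rise, of the GFP controls, of selection and of chance at 5-to-7 hours were changed then, from argued against or excluded to open. The reading of transcripts at the level of GFP RNA was narrowed then. What the other tests should give was written down before they were run, and the remaining comparisons were chosen before the data were examined.

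The change over time differed between genotypes for 274 of the transcripts that decreased at 3-to-5 hours in wild-type PGCs. Chance can be excluded, since 1 of 100 regroupings of genotype within time points, the real one, gave as many. In 20 simulations with equal changes in both genotypes the count was 0 at the median and 0 at most by limma. With no true difference between genotypes the adjusted test had almost nothing to call. These simulations therefore cannot decide on selection of transcripts that decreased in wild type. A dye difference cannot be told apart: across 6984 dim transcripts the mutant difference at 3-to-5 hours had a correlation of 0.00155 with somatic cells minus PGCs, beside -0.13 for the wild-type difference, but that contrast differs in cell type as well as in dye by the labels. A lower level in the mutant at 1-to-3 hours is argued against as the source, since 62.0% of the list were higher in the mutant at 3-to-5 hours past the threshold and 20.1% were lower at 1-to-3 hours. A delay of decay in the mutant cannot be told apart from a loss of decay, because 47.1% of the list had fallen more than 2-fold in the mutant by 5-to-7 hours beside 79.6% in wild type. The mutant background, including the deficiency, was not separated from the loss of Smaug.

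The difference at 5-to-7 hours was called for 34 of the transcripts that decreased in wild type and for 35 of those that increased. For each, 4 of 100 regroupings, the real one included, were as large, without adjustment for the number of lists tested. With single arrays left out the counts fell to as low as 0. Chance is therefore not excluded for either list. Both counts use wild-type replicates 3 and 4, in which the abundant soma-enriched transcripts had 64.9% and 63.5% of the somatic level. Somatic cells in these replicates may enlarge the difference in decay: for the 145 transcripts of the paper's list, the median difference was 1.25 with wild-type replicates 1 and 2 and 2.48 with replicates 3 and 4. These cells cannot be told apart from a dependence on Smaug there, since 71.7% of the 145 differed more than 2-fold with replicates 1 and 2 and 98.6% with replicates 3 and 4. For the paper's 51 transcripts with dependent transcription the median was -1.36 with replicates 1 and 2 and -1.55 with replicates 3 and 4. This argues against somatic cells in replicates 3 and 4 as the only source of that difference. A contribution stays open, since 78.4% differed more than 2-fold with replicates 1 and 2 and 98.0% with replicates 3 and 4. Both lists also use the mutant samples at 3-to-5 hours, Cy3 by the labels where the others are Cy5, so that a dye difference cannot be told apart. A biological explanation remains as a hypothesis.

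For 204 transcripts that increased at 3-to-5 hours in wild type, the change differed between genotypes. Chance can be excluded, with 1 of 100 regroupings as large. The test against a lower mutant level at 3-to-5 hours gave a different picture from that for decay. Of the list, 34.3% were lower in the mutant at 3-to-5 hours past the threshold and 44.1% were higher in the mutant at 1-to-3 hours, and the median difference between genotypes was 0.94 at 1-to-3 hours and -0.59 at 3-to-5 hours. A candidate explanation for part of the list is therefore a level already raised in the mutant at 1-to-3 hours. A delayed rise in the mutant cannot be told apart, since 15.7% of the list had risen more than 2-fold by 5-to-7 hours, beside 64.2% in wild type, while the median difference between genotypes had come down to -0.12 by then. A dye difference cannot be told apart for this list either, since the labels give Cy3 for the mutant samples at 3-to-5 hours and Cy5 for the others. Loss of zygotic transcription and a changed maternal level remain open as biological explanations.

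Ribosomal protein transcripts changed less in the mutant than in wild type at 3-to-5 hours, with a median difference of change of -0.42 and 86 of 107 transcripts lower in the mutant. Chance cannot be excluded, since 13 of 100 regroupings gave a median as large, and the call of camera was lost with an estimated correlation. The median mutant minus wild-type difference was 0.59 at 1-to-3 hours and 0.14 at 3-to-5 hours. A higher level in the mutant at 1-to-3 hours, rather than a lower one at 3-to-5 hours, would give these values. With the labels' dyes, a dye difference at 3-to-5 hours cannot be told apart.

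A comparison that the paper does not report, smaug-mutant against wild-type PGCs at 1-to-3 hours, gave 1240 transcripts higher and 997 lower in the mutant by limma. Chance can be excluded, with 1 of 35 splits, the real one, as large. Another age of the collection is argued against by a median correlation of 0.00573, and at most 0.0644, with the wild-type change from 1-to-3 to 3-to-5 hours. Somatic cells among the mutant PGCs are argued against by soma-enriched transcripts, whose median was -0.36 in the mutant relative to wild type, beside -0.04 for PGC-enriched transcripts. Somatic cells among the wild-type PGCs would make most of the lower transcripts soma-enriched, and 31.2% of them were, beside 10.5% of the higher ones. The level of the abundant soma-enriched transcripts was 2.92% of the somatic level in wild-type and 0.891% in mutant PGCs. The deficiency may account for the genes around smaug: 10 named genes on each side had a median difference of -0.70, and 0% of 647 other stretches of the arm were as low, where a lower maternal dose of genes near smaug predicts a low stretch. It leaves the rest of the genome open. The largest differences among named transcripts were those of RNASEK (4.25), CG40122 (3.50) and CG34039 (3.11) among the higher and of ana (-6.36), Cyp12c1 (-6.31) and KP78a (-5.49) among the lower transcripts, whose mutant signals are at the level of the array controls, so that these 3 are lower bounds in size. A role of Smaug in oogenesis, genetic background and batch remain open.

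GFP RNA, from the transgene used for sorting, was lower in the mutant than in wild-type PGCs by a log2 difference of -1.69 at 1-to-3 hours (standard error 0.23, adjusted p = 0.00322 from limma), and this call held under every alternative run, with a difference of -1.79 under the replicate block. It was -1.32 at 3-to-5 hours (adjusted p = 0.022 from limma) and -0.64 at 5-to-7 hours (adjusted p = 0.343 from limma). The 3-to-5 hour call was lost under the block and without wild-type replicate 2 or mutant replicate 2 or 3. Somatic cells among the mutant PGCs are argued against, because GFP RNA differed by -0.11 between PGCs and somatic cells of the wild type, so that it does not mark PGCs at the RNA level. The other 19 controls, whose median was 0.0789 higher in the mutant, lie near the bottom of the arrays' range and leave a scale difference at the level of GFP RNA open. In the normalized values, 3042 transcripts within 1 log2 unit of that level had a median difference of -0.0354, mutant minus wild type. The SD between replicates was at most 0.0164. Quantile normalization brings transcripts of 1 level together by itself, so these values cannot decide on a scale difference before it. Fewer copies of the transgene cannot be told apart from other causes, since the difference changed by 1.05 from 1-to-3 to 5-to-7 hours with an adjusted p of 0.213 from limma. The methods list the transgene over a balancer in the wild-type and smg1 stocks and none in the deficiency stock, and the number of copies in the mothers of the sorted embryos is not stated.

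Replicate 3 of the smaug-mutant PGCs at 5-to-7 hours lay apart from the other 3 of its group by its mean Spearman's correlation with them, 0.946, where the others had 0.958 to 0.960. It was the only one past Dixon's critical value in 20 groups of values tested, and chance gives about 1 in 20. A label of another group is argued against, because its highest correlation with another group was 0.918. Somatic cells in this replicate cannot be told apart from the spread of the group, with medians of 0.0345 for soma-enriched and -0.00545 for PGC-enriched transcripts relative to the others. No biological explanation was tested.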

How the results depend on the processing

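All alternatives given here were chosen before the data were examined, except SAM for the present list or for every list, the change from 1-to-3 to 5-to-7 hours for transcription, the names through Additional file 9 alone or without Additional file 10 and the alternatives of the ribosomal protein interaction, which were chosen after the results were seen. The planned counts with 1 transcript per gene and the planned variants of predicted binding sites were not run.

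The wild-type lists at 1-to-3 and 3-to-5 hours and the mutant lists at 1-to-3 hours kept their counts within 1.5 times under SAM, a second quantile normalization, median centring, array weights, the filter on dim transcripts and all 7 groups in 1 fit. Treat, which tests against a 2-fold change and so asks for more than the count it is set against, gave 1262 PGC-enriched transcripts, 278 decreased and 171 increased ones at 3-to-5 hours, 153 higher and 82 lower in the mutant at 1-to-3 hours, 2 and 1 transcripts with Smaug-dependent decay and transcription at 3-to-5 hours, and 0 and 2 at 5-to-7 hours, with 28 and 27 at an unadjusted p under 0.05. It called 0 decreased and 0 increased transcripts at 5-to-7 hours by limma, with 180 and 129 at an unadjusted p under 0.05, where SAM called 588 and 170. Chance can be excluded for each of the 6 lists of PGCs against somatic cells and of the wild-type steps, with 1 of 35 splits as large, and for the ribosomal protein transcripts at 3-to-5 hours, also with 1 of 35.

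The counts at 5-to-7 hours moved under most alternatives. For decreased transcripts they were 588 with SAM, 520 with SAM for the present list and the comparison, 907 with all 7 groups in 1 fit, 252 without dim transcripts and 297 with array weights. For increased transcripts they were 556 with all 7 groups, 297 without dim transcripts and 320 with array weights. With replicates 1 and 2 alone they were 328 and 454 and with replicates 3 and 4 alone 1585 and 1334. More calls with 2 arrays than with 4 are what an unstable group gives when its 2 pairs differ, and limma called more with either pair.

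For Smaug-dependent decay at 3-to-5 hours, all 7 groups in 1 fit gave 79. At 5-to-7 hours decay gave 72 with SAM, 178 with SAM for every list and 158 with that and the paper's mutant samples, 63 with all 7 groups, 14 with the later time point alone, 69 with adjustment over the wild-type list, 81 with wild-type replicates 1 and 2 and 1091 with replicates 3 and 4. For Smaug-dependent transcription at 3-to-5 hours the counts were 334 with SAM, 106 with all 7 groups and 309 with the later time point alone. At 5-to-7 hours they were 80 with SAM, 69 with all 7 groups, 54 without dim transcripts, 7 with the later time point alone, 74 with adjustment over the wild-type list, 93 with replicates 1 and 2 and 887 with replicates 3 and 4. The cause was not tested.

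With the SAM lists, class I held 102 transcripts, class III 23, class IV 50, class V 198, class VI 14 and class VII 35, and the cause was not tested. Without a limit on the p-value of stable transcripts, all classes kept their counts within 1.5 times.

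Replicate numbers do not pair the samples: correlations of same-numbered samples after removing group means were -0.14 to 0.22, and in 0 of 8 pairs of groups were all above 0.1. With the replicate block all the same, limma called 0 decreased and 0 increased transcripts at 5-to-7 hours, with 748 and 497 at an unadjusted p under 0.05, 711 higher and 460 lower in the mutant at 1-to-3 hours, and 16 and 21 with Smaug-dependent decay and transcription at 5-to-7 hours. The block uses degrees of freedom that the number of arrays does not spare, and 13 of 160 gene results lost their call under it.

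With each array left out in turn, the counts ranged from 7140 to 7239, 7286 to 7345 and 6033 to 6405 for transcripts present in PGCs at the 3 time points and 7520 to 7735 in somatic cells, from 2046 to 2165 for PGC-enriched, 1762 to 1870 for soma-enriched, 931 to 1091 for decreased and 823 to 979 for increased transcripts at 3-to-5 hours, 200 to 330 for decay and 162 to 270 for transcription dependent on Smaug at 3-to-5 hours, and 1051 to 1344 and 713 to 1105 for the mutant at 1-to-3 hours. At 5-to-7 hours they ranged from 0 to 359 for decreased, 0 to 329 for increased, 0 to 98 for Smaug-dependent decay and 0 to 80 for Smaug-dependent transcription. By limma the 4 counts were 0 without any 1 wild-type replicate at 3-to-5 hours, where 577 to 604 decreased and 451 to 475 increased transcripts had an unadjusted p under 0.05. SAM was not run on these samples. Without wild-type replicate 2 at 5-to-7 hours they were 359, 329, 98 and 80, without replicate 4 they were 24, 25, 4 and 5, and without replicate 1 60, 57, 25 and 16. Without replicate 3, Smaug-dependent transcription gave 23. Without single mutant replicates the Smaug-dependent counts were 10 to 22 and 11 to 20 where they moved, as for replicates 1, 2 or 3 at 3-to-5 hours and replicate 1, 3 or 4 at 5-to-7 hours. With 1 of the wild-type replicates of 5-to-7 hours left out, the only arrays left out for them, classes ranged from 4 to 58 (I), 109 to 149 (II), 5 to 61 (III), 2 to 83 (IV), 527 to 676 (V), 4 to 50 (VI), 3 to 29 (VII), 155 to 219 (VIII) and 0 to 22 (IX), with the highest counts of I, III, IV, VI, VII and IX without wild-type replicate 2 at 5-to-7 hours and the lowest without replicate 4. The 0 is a limma overlap, and SAM gave 9 for class IX.

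The median change of ribosomal protein transcripts at 3-to-5 hours kept its direction under all alternatives, from 0.28 with median centring to 0.42 with a second quantile normalization and 0.355 to 0.462 without single arrays. Camera with an estimated correlation gave 0.40 with a p of 0.15, where the estimate carries the set's shared variation between arrays. The difference of change between genotypes ranged from -0.50 to -0.36 without single arrays, and was -0.42 with a p of 0.114 for the estimated correlation. The rho of mRNA and protein was 0.0756 (permutation p = 0.0359) without protein replicate 1, reversed to -0.02 (permutation p = 0.582) without protein replicate 2, and was 0.0088 to 0.0755 under the others, and the cause was not tested. Pearson's r was 0.066 and ranged from near 0 without protein replicate 2 to 0.113 with at least 2 unique peptides.

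Median centring subtracted the difference of array medians from the log2 differences, which was -0.26 for PGCs minus somatic cells and 0.12 for 3-to-5 minus 1-to-3 hours. It moved the share of PGC-enriched among enriched transcripts from 53.8% to 62.8% and the share of increased among changed transcripts at 3-to-5 hours from 46.8% to 38.1%. Of 160 results for single genes, 160 had no call that changed sign under an alternative, 121 kept the sign of their value under every alternative and 113 kept their side of the threshold. All 7 groups in 1 fit removed 12 calls and added 9, median centring removed 4, the second quantile normalization removed 3, array weights removed 1 and added 3, and leaving out single arrays removed 100 calls and added 5. Signal over background limits dim transcripts: the filter left those above the mean signal, and array controls had a median near 4.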

Differences from the paper's values

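Of transcripts decreased at 5-to-7 hours, 154 were called by limma, and the paper's list has 543. Of the alternatives set before the data were examined, SAM (588) was within 1.5 times of the paper's value, and all 7 groups in 1 fit, the replicate block, the second quantile normalization, median centring, the filter on dim transcripts, array weights, treat and either pair of 5-to-7 hour replicates were not. SAM for the present list and the comparison, chosen after seeing the values, gave 520.

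For Smaug-dependent decay at 5-to-7 hours, the count was 34 and the paper's list has 145. None of the 13 settings planned in advance was within 1.5 times, SAM with 72 included, and of the arrays left out 1 was, wild-type replicate 2 at 5-to-7 hours, with 98. SAM for every list, chosen after seeing the values, gave 178, and 158 with the mutant replicates that the paper's values use.

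The share of increased transcripts with Smaug-dependent transcription was 22.4% over both steps, and the paper's value, in genes, is 36%. Of the settings planned in advance, the filter on dim transcripts (25.6%), array weights (25.5%), SAM (36.9%), the later time point alone (29.6%), adjustment over the wild-type list (31.0%) and wild-type replicates 3 and 4 at 5-to-7 hours (51.3%) came within 1.5 times, as did the data without wild-type 1-to-3 hour replicate 1 (26.3%). All 7 groups, the block, the second quantile normalization, median centring, treat and replicates 1 and 2 did not. When SAM made every list, chosen after seeing the values, the share was 36.6%, and 36.2% with the paper's mutant samples. At 3-to-5 hours the share was 23.0% and the paper's value is 38%, and the filter (26.1%), array weights (26.3%), SAM (37.3%), the later time point alone (34.9%) and adjustment over the list (29.0%) came within 1.5 times, as did the data without wild-type 1-to-3 hour replicate 1 (27.6%), whereas all 7 groups, the block, both scalings and treat did not. With SAM throughout, chosen after seeing the values, it was 37.1%. At 5-to-7 hours the share was 18.3% and the paper's value is 30%. All 7 groups (23.7%), the filter (22.6%), array weights (21.6%), SAM (32.9%), adjustment over the list (38.7%), replicates 1 and 2 (20.5%) and the data without wild-type 5-to-7 hour replicate 1 (28.1%), 2 (24.3%) or 4 (20.0%) came within 1.5 times, and both scalings, the later time point alone and replicates 3 and 4 did not. With SAM throughout, chosen after seeing the values, it was 32.9%, and 30.3% with the paper's mutant samples.

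Class I held 20 transcripts, and the paper's 2 lists share 105. Class VII held 17, and the paper's lists share 37. With the SAM lists, planned in advance, they held 102 and 35, within 1.5 times, and without a limit on the p-value of stable transcripts the counts of 20 and 17 were not. Class VII also came within 1.5 times without wild-type 5-to-7 hour replicate 2, with 29. Class V held 629 transcripts, of which the named ones are of 499 genes, and the paper gives 162. The SAM lists (198) were within 1.5 times, and the stable class without a limit on the p-value (712) and the data without single 5-to-7 hour replicates (527 to 676) were not. Class VIII held 189 transcripts, with 142 named genes, and the paper gives 82. No alternative was within 1.5 times, with 157 for the SAM lists and 155 to 219 without single replicates.

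The paper places orb and gcl among the transcripts that decrease at both steps. The later changes were -1.07 and -1.16, neither past the threshold. SAM called gcl and not orb, and limma called both with all 7 groups in 1 fit or with 5-to-7 hour replicates 3 and 4 alone. It places Duox and rost there too, with later changes of -3.64 and -3.12 that limma did not call. SAM, all 7 groups in 1 fit and either pair of replicates called both, and array weights and the data without 5-to-7 hour replicate 2 called rost. The brightest named transcript of Ptp10D, placed there as well, changed by -0.57 at the earlier step and was called there by no alternative. The paper's lists may hold another transcript of this gene.

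Of the genes that the paper lists as decreased at 5-to-7 hours only, cad (-1.29) and nullo (-3.56) were not called. SAM, all 7 groups and replicates 3 and 4 called both, and array weights, replicates 1 and 2 and the data without 5-to-7 hour replicate 3 called cad. Of those listed as increased and then decreased, Fmr1 (-2.03), Cdk5alpha (-1.73) and Eph did not pass at the later step. All 7 groups and replicates 3 and 4 called Fmr1 and Cdk5alpha, SAM and the data without 5-to-7 hour replicate 2 called Fmr1, and array weights and replicates 1 and 2 called Eph, whose brightest transcript did not rise at the earlier step either, while another, FBtr0089082, did. In the class that is stable throughout, twin (-0.60 at 3-to-5 hours) and CycJ (a decrease of just under 2-fold at 5-to-7 hours) lay outside the limits. Among PGC-enriched genes, the brightest named transcript of rad50 was 0.52 higher, less than 2-fold, and no alternative called it.

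The paper lists sna, ewg and koko with Smaug-dependent decay. The differences of change of their brightest named transcripts at 3-to-5 hours were 1.35, 0.40 and 0.11. Limma called none of these transcripts at either step. The paper's lists may hold another transcript of a gene. SAM and the data without mutant replicate 2 at 3-to-5 hours called sna. For Trl and lola, also listed, the brightest transcripts differed in the other direction, -1.37 and -0.89, and other transcripts of both genes differed in the listed direction. For the brightest transcripts of aret, ttk and Mnt the difference of change was called, but their wild-type decrease at 3-to-5 hours was less than 2-fold. For BicC and gcl at 5-to-7 hours it was 1.96 and 0.98, not past the threshold. SAM called BicC, and gcl with the paper's mutant samples, wild-type replicates 3 and 4 alone called both, all 7 groups in 1 fit called BicC, and the data without wild-type 5-to-7 hour replicate 1 called gcl. Hmt4-20 was called with all mutant samples and by SAM, and was not called by limma with the paper's samples.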

Other observations

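The tests for a pure somatic sample, on a batch as the source of the soma-enriched transcripts, on opposite changes in simulated data, on the paper's lists by pair of replicates and on somatic cells in the increase at 3-to-5 hours were chosen after the results were seen. The reading of the last of these was also narrowed then. What the others should give was written down before they were run.

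Wild-type PGC replicates 3 and 4 at 5-to-7 hours differ from replicates 1 and 2. Soma-enriched transcripts had a median log2 difference of 1.33 and PGC-enriched transcripts of -1.18 between the pairs, replicates 3 and 4 minus 1 and 2, as somatic cells among the sorted cells would give. The 50 abundant, strongly soma-enriched transcripts were 3.32 higher and their PGC-enriched counterparts changed by -2.52, and the pair difference had a correlation of 0.616 across transcripts with somatic cells minus PGCs at 1-to-3 hours. The transcript of en had a signal of 12.95 and 13.00 in replicates 3 and 4 and of 9.16 and 9.69 in replicates 1 and 2. A candidate explanation is therefore somatic cells, or their RNA, in replicates 3 and 4. The lists were chosen from the 1-to-3 hour samples of this study.

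Other explanations of the pair difference stay open. A later stage cannot be told apart, with a correlation of 0.11 with the mutant's change at 5-to-7 hours and -0.05 with the wild-type change at 3-to-5 hours, near the limit of 0.1. A batch shared with the other wild-type groups cannot be told apart, with correlations of at most 0.131 and at least -0.0913 with their pair differences across all transcripts. As the source of the higher soma-enriched transcripts it is argued against, since these had a median pair difference of at most 0.0341 in wild-type PGCs at 1-to-3 and 3-to-5 hours, where the replicates had an SD of up to 0.110. A pure somatic sample in place of PGCs cannot be told apart for most transcripts, since strongly PGC-enriched transcripts lay -0.14 from the somatic cells at the median, while nos was 2.74 and pgc 3.11 above them, so that some PGC RNA may be present. Somatic cells were measured at 1-to-3 hours only, so their level at 5-to-7 hours is unknown.

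The size of the decreased list at 5-to-7 hours may depend on these replicates. With an unstable group, limma calls more with either pair, and it called 328 and 1585 where all 4 gave 154. The 543 transcripts of the paper's decreased list had a median change of -0.97 with replicates 1 and 2 and -2.37 with replicates 3 and 4, 258 and 527 of them changed more than 2-fold, and 72.2% were PGC-enriched beside 25.7% of other present transcripts. This is consistent with a contribution of somatic cells in replicates 3 and 4 to that list. For the 174 transcripts of the increased list the medians were 1.09 and 1.37, and somatic cells cannot be told apart there from an increase in PGCs, since 115 changed more than 2-fold with replicates 1 and 2 and 157 with replicates 3 and 4.

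Somatic cells are argued against for the increases at 3-to-5 hours, and the decreases were not tested. Of 886 increased transcripts, 95.9% rose by over 10% of their somatic level, while the abundant soma-enriched transcripts rose by 2.78% of it at the median. Other transcripts matched to the ribosomal protein transcripts for level and PGC against soma difference, 486 in all, had a median change of 0.0194 beside 0.401. Naming through the paper's lists is also argued against, since 100 ribosomal protein transcripts named through Additional file 9 alone had a median of 0.40. Loss of the maternal pool relative to these transcripts and new transcription are both open.

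By SAM, differences of change between genotypes at 5-to-7 hours were called for 194 transcripts in the data and for 10 at the median and 22 at most in 20 simulations with equal changes, in which SAM leaves out the spread of the earlier time point. The part of the list that this explains cannot be told apart, since the simulated counts are above 0 and below the observed one. For changes in opposite directions at the 2 steps, separate and shared pairs of 3-to-5 hour arrays gave 0 and 0 transcripts at the median by limma, where all 4 arrays gave 111, so that this split cannot tell whether an error shared through the 3-to-5 hour arrays plays a part. In 20 simulations in which each transcript changed at 1 step at most, limma gave 23 opposite changes at the median and 33 at most. The simulated later step was called more often than the observed one, and the part of the 111 that error accounts for cannot be told apart, since the simulated counts are above 0 and below 111. SAM was not run on these pairs, and an unadjusted count was not made.

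In the mutant's own time course, 357 of the 586 transcripts decreased at 3-to-5 hours were also decreased in wild type, and 216 of 434 increased ones were increased there. At 5-to-7 hours 50 of 684 and 48 of 652 were shared. Mitochondrial ribosomal protein transcripts, 46 in all, changed by a median of 0.46 at 3-to-5 hours in wild type and are only described here, since under 80% of these genes have a named transcript. Spectral counts in PGC and then somatic replicates were 10 and 10 against 0 and 0 for osk, 102 and 113 against 5 and 23 for aub, and 7 and 6 against 0 and 0 for piwi.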
